# Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice

**DOI:** 10.1186/1471-2164-12-149

**Published:** 2011-03-16

**Authors:** Di Wang, Yajiao Pan, Xiuqin Zhao, Linghua Zhu, Binying Fu, Zhikang Li

## Abstract

**Background:**

Rice is highly sensitive to drought, and the effect of drought may vary with the different genotypes and development stages. Genome-wide gene expression profiling was used as the initial point to dissect molecular genetic mechanism of this complex trait and provide valuable information for the improvement of drought tolerance in rice. Affymetrix rice genome array containing 48,564 *japonica *and 1,260 *indica *sequences was used to analyze the gene expression pattern of rice exposed to drought stress. The transcriptome from leaf, root, and young panicle at three developmental stages was comparatively analyzed combined with bioinformatics exploring drought stress related *cis*-elements.

**Results:**

There were 5,284 genes detected to be differentially expressed under drought stress. Most of these genes were tissue- or stage-specific regulated by drought. The tissue-specific down-regulated genes showed distinct function categories as photosynthesis-related genes prevalent in leaf, and the genes involved in cell membrane biogenesis and cell wall modification over-presented in root and young panicle. In a drought environment, several genes, such as *GA2ox, SAP15*, and *Chitinase III*, were regulated in a reciprocal way in two tissues at the same development stage. A total of 261 transcription factor genes were detected to be differentially regulated by drought stress. Most of them were also regulated in a tissue- or stage-specific manner. A *cis*-element containing special CGCG box was identified to over-present in the upstream of 55 common induced genes, and it may be very important for rice plants responding to drought environment.

**Conclusions:**

Genome-wide gene expression profiling revealed that most of the drought differentially expressed genes (DEGs) were under temporal and spatial regulation, suggesting a crosstalk between various development cues and environmental stimuli. The identification of the differentially regulated DEGs, including TF genes and unique candidate *cis*-element for drought responsiveness, is a very useful resource for the functional dissection of the molecular mechanism in rice responding to environment stress.

## Background

Rice is sensitive to drought stress because it is acclimated to either rain-fed or fully irrigated fields. The effect of drought on rice plants considerably varies with genotypes, different developmental stages, and degree and duration of drought stress. Relatively, rice plants are less affected by water deficit at the seedling stage, although drought stress at the vegetative stage does result in reduced height, fewer tillers, and smaller leaf area. However, rice is highly sensitive to water deficit at the panicle initiation and booting stages [1,2].

Drought tolerance (DT) is a complex trait both genetically and physiologically. Developing DT varieties by breeding is the major strategy for reducing rice yield losses caused by drought. However, to date, few successes have been achieved in this effort because plant DT is a typical quantitative trait influenced by many different genes [3]. Genome-wide genetic analysis of DT has identified many genomic regions associated with drought tolerance or responsiveness [4]. Some secondary traits, such as root architecture and osmotic adjustment, have been identified to be related to drought response [5-7]. Few large and discrete DT quantitative trait loci (QTLs) have been identified and applied to marker-assisted selection of DT in rice. However, DT QTL mapping results can be most usefully applied to the identification of promising chromosome regions for the confirmation of functional candidate genes of drought tolerance.

Drought stress causes a wide range of physiological and biochemical responses in plants. These responses include reduced stomatal conductance and photosynthesis, and accumulation of osmolytes and proteins in cells [8]. A number of genes have been identified to be involved in drought response and tolerance, and their functions were confirmed by gene transfer, resulting in plant stress tolerance [9].

With the development of molecular technology and advancement in nanotechnology, DNA microarrays have been devised as a standard strategy for the global analysis of plant gene expression. Microarrays can simultaneously detect thousands of targets in a high throughput manner, and thus their use has enormously expanded to cover all kingdoms of living organisms. The availability of complete genome sequences and of huge EST collections allows the development of different microarray platforms in rice. Several biological processes and important traits of rice have been analyzed using cDNA microarray or whole genome array including salt-responsive genes by cDNA microarray analysis [10], genetic programs involved in pollination/fertilization and stress responses [11], spatial and temporal gene profiling of panicle development [12], comparative analysis of two rice genotypes under salt stress [13,14], drought and high salinity stress responsiveness gene profiling of different organs [15], and grain filing-related genes under high temperature [16]. DNA microarrays provide a high-throughput platform to screen thousands of genes simultaneously to identify gene alterations in the entire transcriptome across a variety of biological conditions. Combined with the whole rice genome sequences, gene function analysis, and comparative analysis of different genome sequences of crops, the entire genome transcriptional data will be the initial point for dissecting the molecular genetic mechanism of important complex agronomical traits in rice.

To achieve a more comprehensive understanding of the global spatial and temporal gene expression patterns of rice in response to drought stress, we performed a genome-wide gene profiling analysis using a unique drought tolerant rice line and an Affymetrix whole gene array set. Three tissues (i.e., leaf, young panicle, and root) at three developmental stages under drought stress and control conditions were used to profile their gene expression level. A temporal and spatial gene regulation pattern responsive to drought stress was primarily revealed in our study.

## Methods

### Plant materials, growth condition, and stress treatment

A drought tolerant rice line, DK151, an F_7 _line derived from a cross between two DT IR64 introgression lines (ILs), DGI 187 and DGI 74 (Additional file 1), was used in this study. Sterilized seeds of DK151 were allowed to germinate in distilled water for two days. The germinated seeds were then transferred to the seedling nursery. Rice plants at the four-leaf stage were transplanted in PVC tubes (size: 75 cm × 20 cm, each with a 20 cm hole from the bottom) with Turface (baked clay substrate mechanically broken into pieces with diameters of approximately 5 mm) (Applied Industrial Materials, Corp., Buffalo Grove, IL, USA) and watered with alternate applications of half-strength nutrient solution [17] and distilled water. The experiment design was a split-plot with three blocks. Each treatment was represented by six replicate pots with one plant per pot. Pots were randomized within the blocks. This experiment was processed in the green house of IRRI in the 2007 dry season.

To simulate drought stress, plants of DK151 were stressed by slowly draining the solution. The hole plug of each tube was removed. We applied the stress at three different stages: 4-tiller (tillering) stage, panicle elongation stage, and booting stage. Plants were stressed until the leaf became fully rolled at noon (measured leaf relative water content was 65%-75%). It took three and two days for drought stress to become apparent at the tillering and panicle elongation stages and at booting stage, respectively. Both leaf and root samples were collected for the first two stages, and leaves and young panicle samples were collected at the booting stage. Three biological replicates (each from individual plant) were prepared for microarray analysis. After collection, samples were snap frozen in liquid nitrogen and kept in a -80°C freezer for total RNA extraction.

### Total RNA isolation, qualification, and processing for microarray analysis

RNA preparation was conducted following the instructions of Affymetrix (Affymetrix GeneChip Expression Analysis Technical Manual, Affymetrix). Briefly total RNA was extracted from liquid nitrogen frozen sample using TRIZOL reagent according to the instruction, and then purified and concentrated using RNeasy MinElute Cleanup kit (Qiagen 74204, Germany) and an on-column DNase treatment as recommended by Affymetrix. The following steps were then processed in CapitalBio Corporation, Beijing. Total RNA of 2 μg was used for synthesizing ds cDNA. Biotin-tagged cRNA was generated from an in vitro transcription reaction using MessageAmp™II aRNA Amplification Kit and then fragmented into 35-200 bases in length according to the Affymetrix protocol. The resulting cRNA was then hybridized to the Affymetrix rice genome array (Affymetrix) containing 48,564 *japonica *and 1,260 *indica *sequences. Hybridization was processed at 45°C, with rotation for 16 h (Affymetrix GeneChip Hybridization Oven 640). Chips were then washed and stained in the Affymetrix Fluidics Station 450 and then scanned using the Affymetrix Gene Chip Scanner 3000. All experiment steps were conducted in CapitalBio Corporation in Beijing.

### Array data analysis

GeneChip Operating Software (GCOS1.4) was used to analyze the hybridization data. The scanned images were first examined by visual inspection and then processed to generate raw data saved as CEL files using the default setting of GCOS1.4. We used dChip software to perform invariant-set normalization according to the dChip user's manual. The whole set of original microarray data has been deposited in NCBI's Gene Expression Omnibus and can be freely accessed through GEO Series number GSE26280.

For comparison analysis, two classes of unpaired methods in the Significant Analysis of Microarray (SAM) software were applied to identify differentially expressed genes (DEGs) between the drought stress sample and the control sample. As there is no fixed standard threshold between significant and non-significant differential gene expressions, we identified the DEGs using the empirical criteria of more than five-fold change and significant *t *test of *P *value less than 0.05 based on three independent biological replicates. The DEGs were performed in complete linkage hierarchical clustering analysis using the TIGR MeV 4.2 software http://www.tm4.org.

### Functional classification and prediction of cis-acting regulatory elements for DEGs

The putative function of each DEG corresponding to the probe set on the chip was predicted by Affymetrix annotation combined with TIGR definition and NCBI database. GO analysis was performed by a Molecule Annotation System (MAS, http://bioinfo.capitalbio.com/mas/). Significance analysis of GO was performed by the gene enrichment based on hypergeometric distribution finished by Fisher or Chi-sequare test.

A Weeder program [18] was used to predict the *cis *regulatory elements for the DEGs set under drought stress. The gene sequences including the upstream were downloaded from the TIGR Web site for all selected DEGs. The shared motifs 6, 8, 10, and 12 bp in length (allowing one mismatch) and the known ABRE motifs were located in the promoter regions (-10 to -1000 bp upstream of the start codon) and compared with the promoter regions of all control genes (*P*-value ≤ 0.05).

### RT-PCR confirmation of candidate genes related to drought responsiveness

Several genes with special tissue-specific or stage-specific DEGs were selected to confirm the expression level of microarray results using RT-PCR. The sequences corresponding to the genes were obtained from the rice genome sequences database (TIGR). The sequences of exons from genes were used to design the RT-PCR primers using the Primer 3 software http://frodo.wi.mit.edu/. An *Actin *gene was used as internal control. RT-PCR-amplified products were sequenced, and 100% homology to the target sequences was confirmed. PCR reaction was performed using the same RNA samples used for the microarray analysis. The first-strand cDNA was obtained from 1 μg of total RNA in a 50 μl reaction mixture, and 1 μl of synthesized cDNA was used as template for PCR reaction (94°C for 2 min and then 26 cycles of 30 s at 94°C, 30 s at 52°C, and 30 s at 72°C, followed by 72°C for 2 min). All assays were performed in triplicate. After gel electrophoresis, we measured the intensity of each band and normalized the data using the beta actin bands of each well, respectively.

## Results and Discussion

### Drought stress treatment and root sampling

The objective of this study is to genome-wide profile the expression of genes in rice in a drought environment. To simulate natural growth conditions, rice plants were cultured in the glasshouse. Turface in the growth tubes was used to support plants for the easy and quick collection of root samples under drought treatment and control conditions. This simulated drought strategy is quite different from that previously used, such as hydroponic cultured in PEG solution [19] or air-drying [20] mixed clay soil with sand [21]. Plant roots play a vital role in water and mineral acquisition, and they are more sensitive to the change in soil environment. Under drought stress, roots can continue to grow and send the stress signal to the shoot. However, knowledge of gene expression and metabolic regulation in the root is limited because of the difficulty of the root sampling. There is no study yet on rice root under drought stress environment because of the difficulty of root sampling. Thus, our study offers the first comprehensive genome-wide gene profiling of drought responsiveness in the whole rice plant.

### Identification and classification of drought-induced DEGs in different tissues at three developmental stages of rice

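RNA of the rice line DK151 was measured on 36 arrays, 3 for each of 12 groups: leaves and roots at tillering, leaves and roots at panicle elongation, and leaves and young panicles at booting, each from control and from droughted plants. The methods state that drought took 3 days to become apparent at tillering and panicle elongation and 2 days at booting. The authors processed the scanned images to CEL files with GCOS1.4 and normalized them with the invariant-set method of dChip, and the deposited values are intensities on a linear scale. Array medians ran from 55 to 63.9, the median of all values is 59.7, and 936 values lie below 1, of which 25 are 0. From there, the array maker's control probes were left out, values under 1 were set to 1, and the 57,258 rice probes were taken to log2. Of these probes, 22,436 match 1 gene of the reference annotation, 95 match several and 34,727 match none.

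Droughted and control arrays of each tissue and stage were compared with limma, in 1 model with a mean for each group, which leaves 24 residual degrees of freedom. A probe is counted as called where its Benjamini-Hochberg adjusted p is under 0.05 and its change is 5-fold or more, the study's minimum. Changes are log2 values of drought minus control with the standard error of the model (± SE), and intensities are means ± SD of 3 arrays. Lists of genes were tested against all other genes with limma's camera, at a preset correlation of 0.01 between genes, on 17,905 genes with 1 probe each. The p of lists are adjusted over 408 tests for changes, 68 lists in 6 comparisons, and over 204 for differences between tissues. Beside each list that passes stands the p with a correlation estimated from the arrays. Changes were simulated as fitted group means plus normal noise, with the spread of each probe equal in all groups. They were called in 85 to 97.5% of probes at 6-fold and in 97.5 to 100% at 10-fold. Groups of unequal spread and arrays apart from their replicates are not in that simulation.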

Affymetrix whole rice genome array was used to profile the rice gene expression under drought and control conditions in this study. The array contains 49,824 rice genome genes/transcripts (48,564 and 1,260 for *japonica *and *indica*, respectively). Among these, 18,976 (38.1%) to 23,068 (46.4%) genes were detected to be expressed in each of the six samples under stressed or control environments (Additional file 2). 

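In leaves, drought went with fewer probes above the median of all values. At tillering 27552 ± 571 probes were above it in droughted leaves and 29347 ± 134 in control leaves (mean ± SD, n = 3 arrays), at panicle elongation 27764 ± 264 and 29416 ± 337, and at booting 27819 ± 392 and 29089 ± 354. Droughted roots had 28170 ± 143 at tillering, against 28822 ± 358 in control roots, and 28501 ± 201 at panicle elongation, against 28953 ± 223. Young panicles had 28916 ± 146 under drought and 29200 ± 163 without it. Only in roots at panicle elongation did the values of control and droughted arrays overlap. As shares, the groups run from 48.1% in droughted leaves at tillering to 51.4% in control leaves at panicle elongation. The level is a fixed intensity and not a detection call, which was not used here, and 3 arrays against 3 cannot give an exact permutation p below 0.10.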

We found most genes to be detectable in young panicle under control (46.5%) and drought stress (46.1%), and the least genes to be detectable in the leaf under control (38.1%-39.2%) and drought conditions (39.2%-41.9%).

To identify statistically significant DEGs under drought stress, we used the combined criteria of five-fold or more change and significant *t *test of *P *value of less than 0.05 based on three biological replicates. We detected the expression of 5,284 DEGs (10.6%) in at least one of the six samples. A total of 1154, 878, 1114, 3283, 905, and 998 DEGs were found up- or down-regulated by drought in the samples of root at the tillering stage (TR), leaf at tillering stage (TL), root at panicle elongation stage (PR), leaf at panicle elongation (PL), young panicle sample at booting stage (BP), and leaf at booting stages (BL), respectively (Table 1). In particular, most DEGs were identified in the leaf tissue during panicle elongation, the critical stage at which rice plants transit from the vegetative stage to the reproductive one, including 1316 drought-induced genes and 1967 drought-repressed genes, respectively.

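At tillering 366 probes were called higher and 635 lower in droughted leaves, and 426 higher and 782 lower in droughted roots. At booting the leaves had 701 higher and 384 lower, and the young panicles 371 and 570. Roots at panicle elongation had 644 higher and 553 lower. In leaves at tillering the large rises include those of the dehydrin RAB16B, from 24.8 ± 5.65 to 6610 ± 569 (8.08 ± 0.61, limma adjusted p = 2.66e-11), of the late embryogenesis gene LEA19 (7.58 ± 0.88) and of malate synthase (MS, 5.59 ± 0.29). The laccase LAC7 (-6.08 ± 0.53), the beta-expansin EXPB3 (-6.01 ± 0.27) and the chalcone synthase CHS (-4.86 ± 0.28) fell there. In leaves at booting the sugar transporter OsSWEET15 (6.99 ± 0.50) and the stay-green gene SGR, which acts in chlorophyll breakdown (6.04 ± 0.41), were among the largest rises, with MS (6.46 ± 0.29). The florigen gene Hd3a fell from 1590 ± 198 to 38.6 ± 18.5 (-5.45 ± 0.23, adjusted p = 1.99e-16), and the cytokinin response regulators OsRR9 (-4.25 ± 0.21) and OsRR2 (-4.23 ± 0.22) fell with it.

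Among lists in booting leaves, 15 of 31 CBL and CIPK genes of calcium signalling rose and 0 fell, CIPK6 most (3.96 ± 0.33; camera adjusted p = 0.0372, and adjusted p = 0.673 with an estimated correlation). SnRK2 kinases rose in 6 of 10 with 1 lower (adjusted p = 0.0446, and adjusted p = 0.43 with an estimated correlation). Of 13 cytokinin response regulators 7 fell and 2 rose (adjusted p = 0.0384, and adjusted p = 0.579 with an estimated correlation), and of 43 metal transporters 15 fell and 4 rose (adjusted p = 0.0363, and adjusted p = 0.553 with an estimated correlation). With p adjusted over the list alone, 16 CBL and CIPK genes rose and the other 3 counts stay as given. The study's lists hold 3 of these transporters and 0 genes of the other 3 lists. Single arrays end these list results. Without control replicate 2 the adjusted p is 0.0512 for CBL and CIPK genes and 0.0593 for response regulators, without drought replicate 3 it is 0.0527 for CBL and CIPK genes, and without drought replicate 2 it is 0.0567 for SnRK2 kinases and 0.0579 for metal transporters. Quantile normalization (0.0631), a filter on dim probes (0.0543) and a fit of this comparison alone (0.0627) end the result for SnRK2 kinases. All probes of the listed genes and the fit alone end those for response regulators (0.0642 and 0.0963) and metal transporters (0.117 and 0.0528). In all, 5688 probes were called in at least 1 of the 6 comparisons. Without a fold minimum, 8749 probes were higher and 12332 lower in booting leaves.

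**Figure D1:**
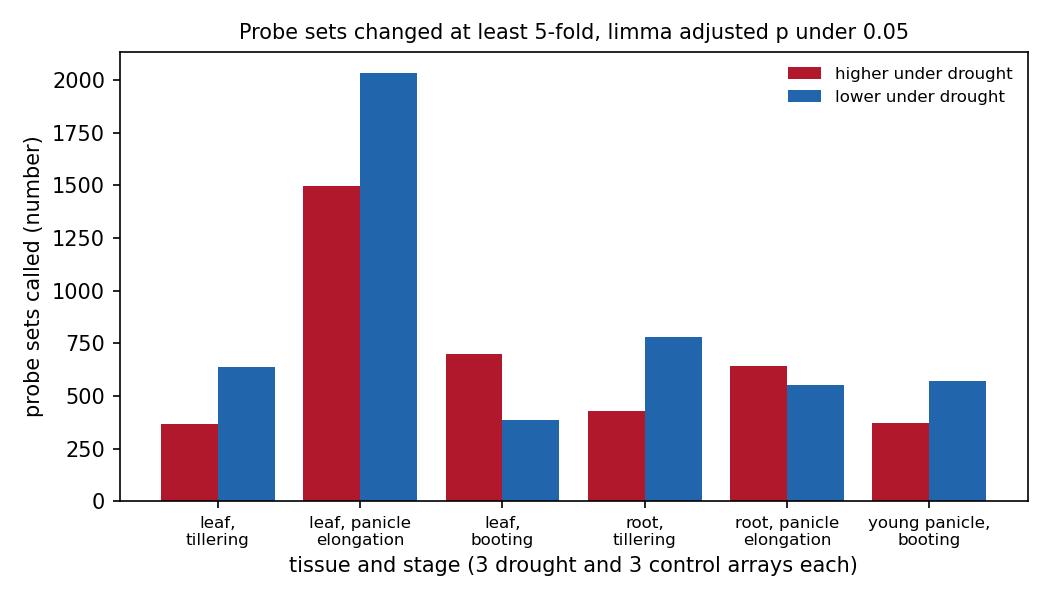
Probe sets called higher and lower under drought in each tissue and stage (limma adjusted p under 0.05 and a change of 5-fold or more, 3 droughted and 3 control arrays each).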

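Leaves at panicle elongation had 1498 probes higher and 2034 lower, and 37.2% of the 17,905 genes changed 2-fold or more there, against 18.6 to 21% in the other 5 comparisons. Of the glyoxylate cycle, 2 enzymes rose far: malate synthase from 26.2 ± 5.25 to 5060 ± 120 (7.61 ± 0.29, limma adjusted p = 4.1e-18) and isocitrate lyase (ICL) from 27.6 ± 3.66 to 4100 ± 287 (7.22 ± 0.35). The allene oxide synthase AOS3, an enzyme of jasmonate synthesis (7.39 ± 0.52), and OsSWEET15 (7.37 ± 0.50) rose as far. GDCSH, a subunit of the glycine decarboxylase of photorespiration, fell from 6230 ± 109 to 41.2 ± 9.93 (-7.27 ± 0.36, adjusted p = 5.74e-16). The chloroplast glutamine synthetase OsGLN2 (-5.96 ± 0.67) and PDX12 (-6.10 ± 0.46) fell too.

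Of 25 genes of cytosolic ribosomal proteins, 24 fell and 1 rose, with a median of -1.02 and CL27 lowest (-2.86 ± 0.14; camera adjusted p = 0.000113, and adjusted p = 0.786 with an estimated correlation). The counts adjusted over the list alone are the same 24 and 1. Control leaves at this stage hold the array that stands farthest from its replicates, replicate 2, with a mean r of 0.944 across probes.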

**Table 1:** Summary of the genes up or down-regulated by drought stress in each tissue at different developmental stages

Tissue	Up Regulated Genes	Down Regulated Genes	Sub-Total
Root at tillering stage	391	763	1154
Leave at tillering stage	320	558	878
Root at panicle elongaiton stage	581	533	1114
Leave at panicle elongation stage	1316	1967	3283
Panicle at booting stage	351	554	905
Leave at booting stage	643	355	998

***Note***: The DEGs were identified using the empirical criterion of more than five-fold change and significant *t *tests of *P *< 0.05 based on the three independent biological replicates.

In Figure 1, the detected 5,284 DEGs with known and putative function covered virtually all functional categories. The predominant DEGs were involved in response to stress including biotic and abiotic stimuli (21.2%, *q *= 4.33E-137), response to endogenous stimulus (8.5%, *q *= 2.43E-175), transcription regulation (8.0%, *q *= 0.005), metabolism such as lipid and carbohydrate metabolism (9.3%, *q *= 0.63), signal transcription (7.1%, *q *= 6.49E-102), and cell wall and membrane component (18.9%, *q *= 3.1E-70).

**Figure 1:**
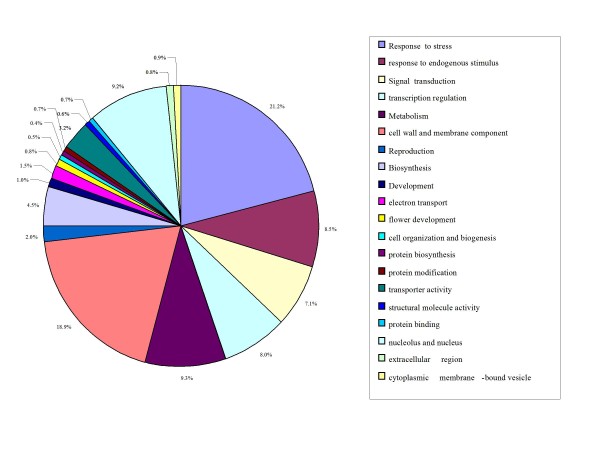
**Function classification of all 5283 DEGs in at least one sample under drought stress**.

To investigate the similarities and differences of all DEGs among samples according to transcription levels, hierarchical complete linkage analysis was performed using TIGR MeV (Version 4.3, http://www.tm4.org/mev.html). 

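The changes of the 2 root samples were the most alike of the 15 pairs. Across the 1655 probes called in either of them, r is 0.91, and 97% changed in the same direction. OsSWEET12, a sugar transporter, stood for that pattern, with 7.10 ± 0.28 at tillering and 7.28 ± 0.28 at panicle elongation, and with 0.46 in leaves at tillering. Leaves at panicle elongation and booting come next (r = 0.84 across 3779 probes, 94% in the same direction), and leaves at tillering were nearer to those at booting (0.77) than to those at panicle elongation (0.68). OsHox29, a homeobox gene, rose in the 3 leaf samples (3.76, 3.34 and 5.15) and had 0.17 and 0.22 in the roots. Leaves and roots of the same stage had r of 0.36 at tillering and 0.46 at panicle elongation, and leaves and panicles at booting 0.50. Over all probes in place of called ones these 3 are 0.28, 0.36 and 0.33, so their order is not kept. The lowest r, 0.27, was that of leaves at panicle elongation with roots at tillering, and it is 0.18 over all probes. These r are across probes, which are not independent replicates.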

Results show that the DEGs can be classified into several groups according to the expression pattern: the first group was the up-regulated gene set in at least one tissue; the second group was down-regulated gene set in at least one tissue; and the third group indicates the genes were specifically induced or repressed in one unique tissue (i.e., leaf, root, or panicle) under drought stress (Additional file 3).

To confirm the microarray profiling data, 24 genes were selected for semi-quantitative RT-PCR analysis. The gene specific primers are listed in Additional file 4. Among these genes, there were 4, 14, and 6 with reciprocal action under drought from two tissues at the tillering stage, panicle elongation stage, and booting stage, respectively. There is good correlation between RT-PCR and microarray data in general. The expression pattern of several genes failed to confirm the microarray data because semi-quantitative RT-PCR examined the expression patterns of individual genes, as profiled by a single peak in the melting curve analysis. In the microarray analysis, no distinction was made between gene family members (Additional file 5).

### Comparison of DEGs in different tissues at three development stages

We first compared the DEGs in the root or leaf tissues at different developmental stages. Venn diagram results indicate that a number of DEGs overlapped between leaves or between roots at different developmental stages. Figure 2A shows the comparison results of up- or down-regulated genes in roots under drought stress at the tillering and panicle elongation stages. There were 299 and 404 genes commonly up- and down-regulated in roots by drought. A total of 92, 282 genes were induced and 359, 129 genes were repressed by drought exclusively in roots at the tillering and panicle elongation stages, respectively. 

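In roots, 329 probes were higher and 421 lower at both stages, where 4.8 and 7.6 would be shared if the 2 stages were independent. Called at tillering alone were 97 higher and 361 lower, and at panicle elongation alone 315 and 132. A soluble inorganic pyrophosphatase (Os01g0866500) rose from 16.5 ± 1.36 to 1310 ± 134 at tillering (6.31 ± 0.26, limma adjusted p = 3.63e-17) and as far later (6.52 ± 0.26). B12D (Os07g0604600) fell from 4890 ± 316 to 16.1 ± 3.92 (-8.27 ± 0.29, adjusted p = 2.24e-18) and by -7.63 ± 0.29. A phosphoenolpyruvate carboxykinase (Os10g0204400, -7.32 ± 0.44 and -7.04 ± 0.44), the NADH-dependent glutamate synthase GLT2 (-6.57 ± 0.78 and -6.04 ± 0.78) and the non-symbiotic hemoglobin NSHB2 (-6.51 ± 0.23 and -6.00 ± 0.23) fell at both stages. Control roots scattered more at panicle elongation, which the SE, shared by all groups, does not show. Their levels there were 3810 ± 2010 for B12D, 2180 ± 2340 for the carboxykinase, 1540 ± 1450 for GLT2 and 5440 ± 2960 for NSHB2.

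The list of fermentation and low-oxygen genes was lower in roots: 6 of 10 fell and 1 rose at tillering (camera adjusted p = 0.00375, and adjusted p = 0.553 with an estimated correlation), and 6 fell and 0 rose at panicle elongation (adjusted p = 0.00055, and adjusted p = 0.43 with an estimated correlation). The falls include NSHB1 (-5.95 and -5.58), a pyruvate decarboxylase (-4.67 and -5.26) and the alcohol dehydrogenase Adh2 (-4.10 and -3.86). Its pattern also took in 4 homeobox genes, OsHB1, OsHox29, HB2 and OsWOX4, which regulate transcription and not fermentation. The study's lists, chosen on these arrays, hold 6 of the 10 genes, so the list is not independent of them. At tillering it no longer passes with the replicate number as a block (adjusted p = 0.108) or with that comparison fitted alone (0.0627). Adjusted over the list alone, 7 genes fell at panicle elongation. With control replicate 1 of that stage left out, 238 probes in place of 132 are called lower at panicle elongation alone.

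**Figure D2:**
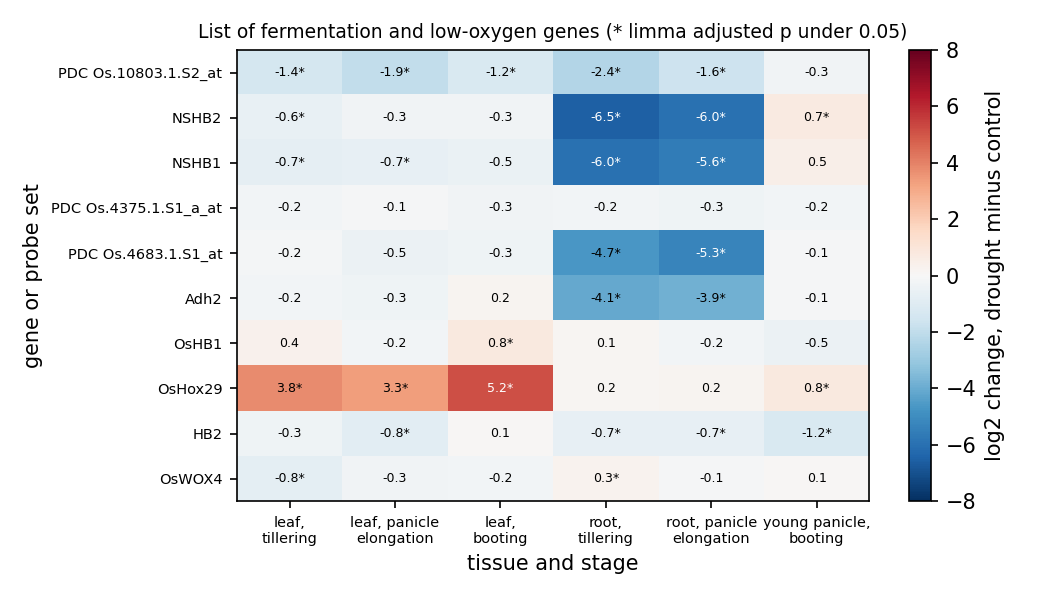
Log2 change under drought of the 10 genes of the list, the last 4 of them homeobox genes (limma, 3 droughted and 3 control arrays per tissue and stage).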

Correspondingly, there was only a small portion of genes commonly regulated in leaves; 184 and 99 genes were detected to be commonly induced and repressed in all leaves at the three stages. Moreover, 60, 809, and 164 genes were induced, and 284, 1547, and 54 genes were peculiarly repressed by drought in leaves at the tillering, panicle elongation, and booting stages, respectively (Figure 2B).

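The 3 leaf samples shared 212 probes that were higher and 125 that were lower, against 0.12 and 0.15 for independent lists. Called in leaves of a single stage were 71 higher and 313 lower at tillering, 921 and 1536 at panicle elongation, and 159 and 49 at booting, or 75 lower without control replicate 2 of booting. MT2B, a metallothionein, fell at all 3 stages (-2.80 ± 0.42, -3.23 ± 0.42 and -4.68 ± 0.42), and the peroxygenase gene PXG rose at all 3 (5.01 ± 0.32, 6.72 and 6.09 ± 0.32). FTSH6, a protease of the chloroplast, rose by 4.21 ± 0.33 at tillering, 3.77 ± 0.33 at panicle elongation and 1.06 at booting. HAK22, a potassium transporter, fell by -6.12 ± 0.30 at panicle elongation, and by -1.11 and -1.39 at the other stages. Pairwise, leaves at panicle elongation and booting shared 518 higher and 318 lower probes, tillering and panicle elongation 271 and 305, and tillering and booting 236 and 142.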

**Figure 2:**
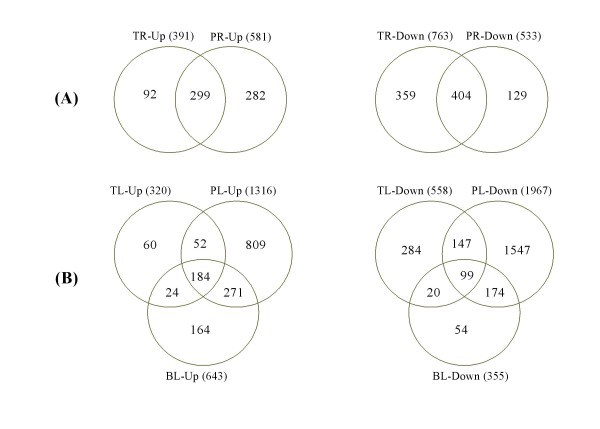
**Venn diagram of up- and down-regulated genes under drought stress in developmental stages**. **A**. In roots between the tillering stage (TR) and the panicle elongation stage (PR); **B**. In leaves in the tillering stage (TL), panicle elongation stage (PL), and booting stage (BL).

Stage-specific DEGs were also analyzed. There were only 121, 279, and 167 genes shared, which were up-regulated by drought. A total of 58, 81, and 19 genes were commonly down-regulated between two tissues at the tillering, panicle elongation, and booting stages, respectively (Additional file 6). These results indicate that drought responsive genes in rice are highly dependent on the developmental stage and tissue type.

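At tillering 138 probes were higher and 61 lower in both leaves and roots, at panicle elongation 319 and 88, and at booting 171 and 23 in both leaves and panicles. The lists of higher probes overlapped more than those of lower ones: the shared part is 37.7, 49.5 and 46.1% of the smaller list for higher probes and 9.61, 15.9 and 5.99% for lower ones. Independent lists would share 2.7 and 8.7 probes at tillering, 17 and 20 at panicle elongation, and 4.5 and 3.8 at booting. HSP18.0, a small heat shock protein, rose in both tissues at tillering (3.14 in leaves, 4.32 in roots) and HSP18.1 in both at panicle elongation (6.76 and 6.37). The protein phosphatase OsPP2C59, of a family that acts in abscisic acid signalling, rose by 4.22 ± 0.36 in panicles. EXP2, an alpha-expansin, fell in leaves (-3.29) and panicles (-3.75) at booting (limma adjusted p = 5.52e-10 and 3.48e-11).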

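Tissue came first in the spread of the 36 arrays: component 1, with 40.2% of the variance, parts leaves from roots, with panicles between them, and component 2, with 18.8%, parts panicles from the rest and carries droughted leaves at panicle elongation farthest from them. Tested directly, the drought change differed by 5-fold or more between leaves and roots at 1712 probes at tillering and 3407 at panicle elongation, and between leaves and panicles at 1430 at booting (limma interaction, adjusted p under 0.05). OsSWEET12 rose 99.9-fold further in roots than in leaves at tillering. HSP26.7 rose by 7.87 ± 0.24 in roots at panicle elongation and by 0.81 in leaves (difference -7.06 ± 0.34, adjusted p = 6.29e-15). Malate synthase, which rose in those leaves, had -0.82 in roots. OsSWEET15 fell by -1.91 in panicles at booting, 8.90 ± 0.71 below its change in leaves. The dicarboxylate transporter Os01g0556700 had -2.58 in leaves and 5.98 in roots at panicle elongation, and in leaves it is short of 5-fold without control replicate 2 (-2.22) or with changes between medians (-2.31).

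Of 204 list tests of the difference between tissues, 9 passed. Cell cycle and replication genes had medians of 0.17 in leaves and -0.62 in roots at tillering (camera adjusted p = 0.00239), fermentation genes were lower in roots at both stages (adjusted p = 0.0192 and 0.0362), and each p is 0.782 with an estimated correlation. At panicle elongation chlorophyll synthesis (median -0.39 in roots; adjusted p = 0.00982) and ribosomal proteins (-0.07 in roots; 0.000291) were lower in leaves, heat shock proteins (0.000291) were higher in roots, and proteasome subunits (0.08 in leaves, -0.28 in roots; 0.0127) were lower in roots. At booting kinesins (0.03 in leaves; 0.0107) and proteasome subunits (0.29 in leaves; 0.000743) were lower in panicles. With an estimated correlation 0 of the 9 pass, with adjusted p = 0.782 or 0.824 each.

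**Figure D3:**
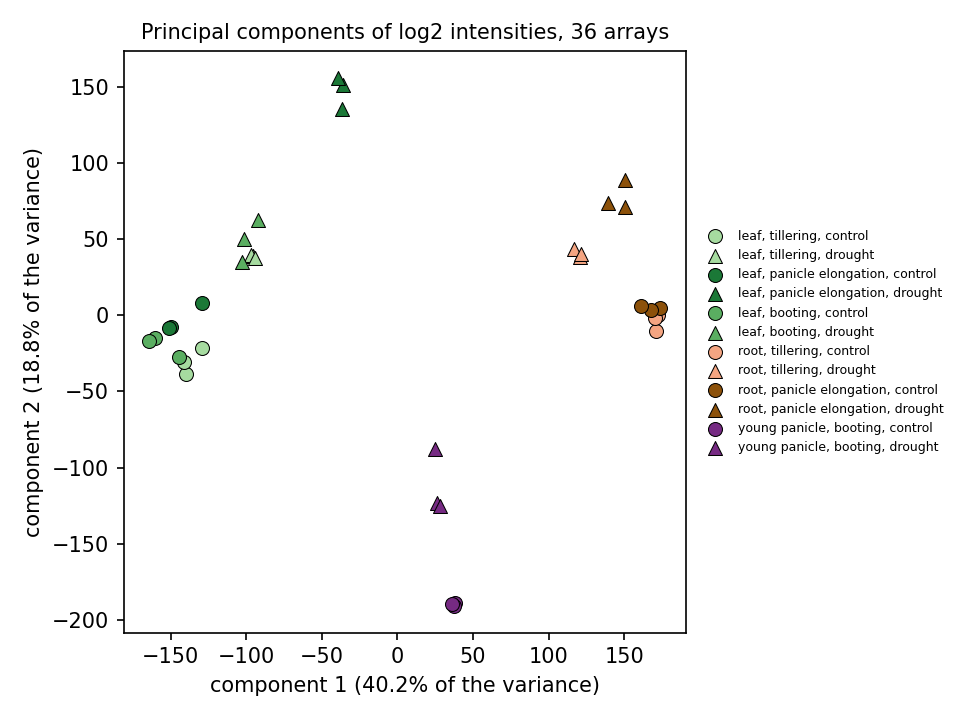
First 2 principal components of the log2 intensities of the 36 arrays (circles control, triangles drought).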

DEGs in all samples were further compared to screen the common up- or down-regulated genes by drought. We found a small set of genes commonly induced by drought stress in all tissues (Additional file 7). After removing the overlapping probes with the same gene accession number, 55 genes were identified (see Additional file 8), many of which also responded to other stresses, such as extreme temperature and salt [13,14,16]. There was a significant subset of common up-regulated genes (*n *= 7) identified as LEA proteins, four temperature-induced proteins (i.e., hsp70, lt101, cor14b, and another cold regulated protein), four dehydrin family proteins, and two protein phosphatase 2C family proteins, which were identified in a common induced gene set, involved in abiotic stress responsiveness. 

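Higher in all 6 comparisons were 77 probes, of which 59 match a gene. They stand for 54 genes, 13 of them with a symbol. The dehydrins RAB16B, RAB16C, RAB16D and RAB21 and the late embryogenesis gene LEA19 are among them: RAB16D rose by 4.34 in panicles to 7.31 in leaves at panicle elongation, and RAB21 by 4.20 in panicles to 6.64 in roots at tillering. The protein phosphatases OsPP2C51 (2.44 to 6.83), OsPP2C59 and PP2C68 (2.38 to 5.86) rose throughout, as did the homeobox gene HOX24 (3.29 to 6.73), HSF05 (3.12 at least), OsNrx2 (3.10 to 4.32), PDHE1-A (3.92 to 5.91) and ELA3 (3.44 to 5.90).

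The list of late embryogenesis proteins and dehydrins holds 8 genes, and all 8 rose in 5 comparisons. In leaves at tillering 7 rose and EM had -0.00 (limma adjusted p = 0.992). The medians were 4.40, 6.54 and 4.79 in leaves at tillering, panicle elongation and booting, 6.03 and 5.40 in roots and 3.73 in panicles. In that order the camera adjusted p are 0.00104, 1.73e-05, 3.34e-05, 9.26e-08, 8.12e-07 and 7.29e-05. With an estimated correlation they are adjusted p = 0.579 in leaves at tillering, 0.553 in the other leaves and in panicles, and 0.43 in roots. None of these counts moves when adjusted over the list alone.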

The others are related to amino acid and nucleotide metabolism, putative proteins, and proteins with unknown function.

Surprisingly, there was no gene detected as commonly repressed in all samples by the criterion of the five-fold change in our experiment. When the two-fold change criterion was adopted, only 20 genes were identified as commonly down-regulated in all tissues under drought stress (Additional file 9). 

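At 2-fold, 109 probes were lower in all 6 comparisons, and at 5-fold 0 were, with limma's adjusted p, with its unadjusted p and with the methods' t-test alike. The beta-expansin EXPB3 fell in each, least in roots at panicle elongation (-1.28 ± 0.27), and so did the alpha-expansin EXPA2 (-4.76 in leaves at panicle elongation, -1.41 in roots at tillering). A beta-tubulin (Os03g0661300) had -2.67, -2.13 and -2.01 in leaves, -2.50 and -1.61 in roots and -2.79 in panicles. The trehalose-6-phosphate phosphatase Os02g0661100 fell most in roots (-4.05 and -3.89), and an aminomethyltransferase (Os04g0623800) in leaves at panicle elongation (-5.30). Of the 20 probes in the study's list, which was chosen on these arrays and so is not independent evidence, 19 were lower at 2-fold in all 6, also adjusted over the list alone. The subtilisin Os03g0605300 had -0.92 in roots at panicle elongation. In panicles all 20 were lower by 5-fold or more, a minimum that the 109 were not held to. Where the change is taken between medians of linear values in place of means of log2 values, or control replicate 2 of leaves at panicle elongation is left out, 1 probe is lower at 5-fold in all 6.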

Majority (12/20) of these sets of down-regulated genes were functionally classified into categories of cell wall extension or membrane metabolism, such as expansion, tubulin, transmembrane, and enzymes for the reorganization, division, and biosynthesis of cell wall.

### Unique functional categories of tissue-specific DEGs corresponding to their biological function

To identify tissue- or stage-specific regulated genes from the 5,284 DEGs, the five-fold change in one surveyed target (tissue or stage) was required. However, this did not hold true in others. Tissue-specific DEGs were screened out using the following strategy: the genes with more than five-fold change only in the leaf tissues at the three development stages under drought were identified as the leaf specifically up- or down-regulated gene set; the specific DEGs in roots and panicle were also identified as those in leaves. Stage-specific DEGs were identified as genes with more than five-fold change in two tissues at one development stage only. After removing the redundancies of the probes, a total of 110, 363, and 448 tissue-specific DEGs were identified in leaf, root, and panicle, respectively (Figure 3, Table 2). 

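Counted in probes, 60 were higher and 99 lower in the 3 leaf samples and called that way nowhere else. In both roots 91 were higher and 340 lower, and in panicles 124 and 394. Lower probes are the larger part in each tissue. Of the study's own lists, 44 of 45 leaf probes were called higher and 60 of 64 lower in leaves at tillering, and all of them in leaves at panicle elongation and booting. Root lists were called in 76 of 77 higher probes at tillering and in all at panicle elongation, and in 281 and 273 of 286 lower probes. In panicles 99 of 102 and 338 of 346 probes were called. With p adjusted over the list alone and no fold minimum, all probes of each list pass in its direction. The study chose the lists on these arrays by fold and p, so neither these results nor the counts are independent evidence. The medians of lower probes were -2.79, -3.84 and -3.15 in leaves, -3.49 and -3.11 in roots and -2.86 in panicles.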

More than three-quarters of the root-specific (286/363) and panicle-specific (346/448) DEGs were detected to be down-regulated under drought stress. We also detected 58 and 13 genes specifically induced by drought at the panicle elongation and booting stages, respectively, whereas two down-regulated specific genes were found at the panicle elongation stages. 

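Shared by the 2 tissues of a stage and called the same way at no other stage were 71 higher and 26 lower probes at panicle elongation, 5 higher and 1 lower at booting, and 0 higher and 11 lower at tillering. HSP17.4 and HSP23.2, small heat shock proteins, show the panicle elongation pattern: they rose by 4.79 and 5.73 in leaves and by 5.29 and 4.94 in roots. HSP17.4 had 0.52 in leaves and -0.26 in roots at tillering (limma adjusted p = 0.155 and 0.58). HSP23.2 had 1.07 and -0.10 there and 0.50 in leaves at booting. In panicles HSP23.2 had 2.26, close to the 5-fold minimum (limma adjusted p = 0.0633). The 26 lower probes at panicle elongation depend on single arrays and on the test. Without control replicate 1 of the roots they are 49, without control replicate 3 they are 12, and with the methods' t-test at its unadjusted threshold they are 17. The 5 higher probes at booting become 9 with that t-test. They are 11 without control replicate 2 of leaves at panicle elongation, and in leaves at booting 9 without control replicate 3 and 8 without control replicate 1 or drought replicate 2. Without drought replicate 2 of panicles they are 2. The 1 lower probe at booting becomes 2 without control replicate 2 of leaves at panicle elongation or control replicate 2 or 3 of leaves at booting. The 0 at tillering is also 0 with limma's unadjusted p and with that t-test. It becomes 1 with changes between medians and without control replicate 3 or drought replicate 2 of leaves, and 2 without control replicate 2 or drought replicate 1.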

We could only identify three down-regulated genes under drought at the tillering stage, at which the rice plant is in the vegetative growth phase (Table 2).

**Figure 3:**
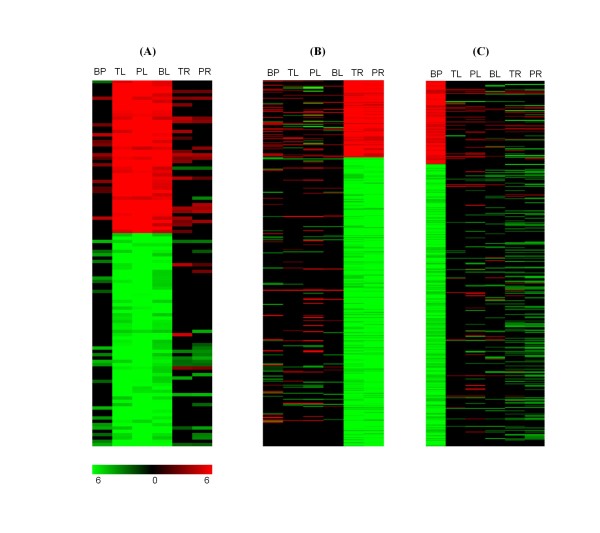
**Heat map view of the leaf- (A), root- (B), and panicle-specific (C) DEGs clusters**. The 110 genes in the leaves at all three stages (i.e., TL, PL, and BL), 363 genes in the roots at the tillering and panicle elongation stages (TL and PL), 448 genes at the young panicle at booting stage (BP) were detected to be specifically induced or repressed under drought stress.

**Table 2:** List of tissue- and stage-specific up- and down-regulated genes under drought stress

Tissue/Stage	Up-regulated	Down-regulated	Subtotal
Leaf	46	64	110
Root	77	286	363
Panicle	102	346	448
Tillering stage	0	3	3
Panicle elongation stage	58	2	60
Booting stage	13	0	13

To classify functionally the tissue- and stage-specific DEGs, gene ontology analysis was performed. Figure 4 shows some unique features for the individual tissue-specific DEGs, especially for the down-regulated gene sets. However, we could not find any unique function cluster for the stage-specific DEGs.

**Figure 4:**
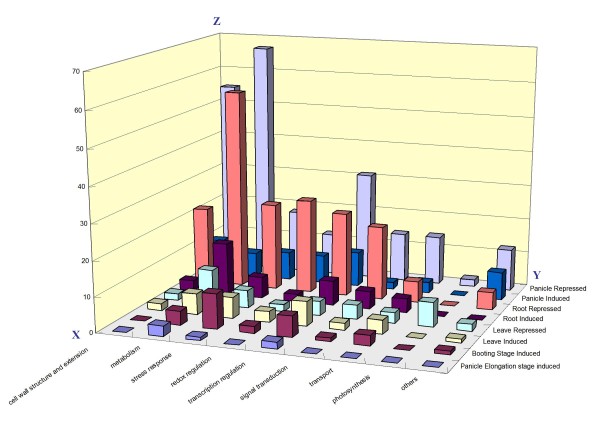
**Distribution diagram of the tissue- and stage-specific induced or repressed genes**. The x axis indicates the DEGs induced or repressed in specific tissue or stage. The y axis represents the function category, such as cell wall structure and extension, metabolism, stress response, redox regulation, transcription regulation, signal transduction, transport, photosynthesis, etc. The z axis indicates the total number of the specific DEGs with a certain function category in tissue or stage.

In leaves, the dominant categories of these specific DEGs were involved in metabolism, stress response, and transcription regulation, except that the products of one-third of the specific genes were putative proteins with unknown function. The 47 genes were determined to be specifically induced by drought in all leaves. Among them, four phytohormone-related genes were identified: ACC synthase (Os01g0192900), SDR protein (Os07g0664600) involved in ABA biosynthesis [22], IAA26 (Os01g0741900) responsive to IAA, and Auxin hydrogen symporter (Os09g31478) involved in Auxin polar transport (Additional file 10). 

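Each of the 4 hormone genes rose in leaves at all 3 stages. The ACC synthase Os01g0192900, which makes the precursor of ethylene, rose from 4.94 ± 2.61 to 121 ± 29 at tillering (4.77 ± 0.49), by 6.50 at panicle elongation and by 4.88 at booting, and had -0.03 and 0.13 in roots. Its level in control leaves lies under the 25th percentile of all values, and with values floored there the rises are 2.07, 4.20 and 3.06, the first short of 5-fold. The short-chain dehydrogenase Os07g0664600 rose by 4.69 (3.03 with that floor), 5.52 and 5.32, and the auxin symporter Os09g31478 by 2.67, 4.38 and 3.32. IAA26 (Os01g0741900) rose by 2.57, 3.85 and 2.78 in leaves, and had -1.27 and -1.33 in roots. At tillering it is short of 5-fold without control replicate 3 (2.15) and with changes between medians (2.16). A NAC factor of the same list rose by 3.20, 6.15 and 3.95. Over the study's 45 probes, the medians were 2.96, 4.26 and 3.61, and as they were selected on these arrays their direction is not independent evidence.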

Seven photosynthesis-related genes were uniquely down-regulated in all leaves in a drought environment (Additional file 11): chlorophyll a/b-binding protein CP24, photosystem I reaction center subunit V, protochlorophyllide reductase A, peptidyl-prolyl cis-trans isomerase, and others functioning in the process of photosynthesis. 

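CP24 (Os04g0457000), a protein of light harvesting, fell by -2.39, -5.38 and -3.89 in leaves at tillering, panicle elongation and booting. Subunit V of photosystem I (Os09g0481200) fell by -2.40, -4.84 and -3.03, and protochlorophyllide reductase A (Os04g0678700), an enzyme of chlorophyll synthesis, by -2.48, -3.56 and -4.19. The peptidyl-prolyl isomerases Os01g0111100 (-2.67, -5.36 and -3.57) and Os08g0382400 (-2.45, -5.63 and -2.74) fell with them. The alpha-expansin Os05g0477600 of the same list fell most at tillering (-4.86, then -3.80 and -3.75).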

ACC synthase gene encodes the enzyme to regulate the rate-limiting step in ethylene biosynthesis [23], and its expression regulates leaf performance and drought tolerance by increasing or decreasing the concentration of ethylene. The induced ACC synthase by drought resulted in retarded leaf growth under stress. The induced SDR, IAA 26, and auxin hydrogen symporter proteins could dynamically regulate the phytohormone (ABA, IAA, etc.) level to respond to drought stress. Seven genes involved in photosynthesis were specifically down-regulated in rice leaf. This result demonstrates that inhibition of photosynthesis is the major effect of drought responsiveness in rice leaf. 

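In a list matched by symbol, of which PORA is also in the study's list, 9 of 10 genes of chlorophyll synthesis fell and 0 rose in leaves at panicle elongation, with a median of -2.78 and CHLH, a subunit of magnesium chelatase, from 3620 ± 538 to 110 ± 29.4 (-5.06 ± 0.32; camera adjusted p = 0.00522, and adjusted p = 0.666 with an estimated correlation). At booting 9 fell again, with a median of -1.37 (adjusted p = 0.00118, and adjusted p = 0.586 with an estimated correlation). Of 8 photosystem and light-harvesting genes 6 fell and 1 rose at panicle elongation, with a median of -2.26, and the list does not pass against other genes (adjusted p = 0.329). Its light-harvesting gene CAB2R fell by -5.59 and LFNR1 by -3.79, while an FNR gene rose by 1.17. The small subunit of Rubisco OsrbcS fell from 14500 ± 188 to 855 ± 192 (-4.11 ± 0.69, limma adjusted p = 1.11e-05). The counts of the 2 lists are the same when adjusted over the list alone. At tillering, PORA was the 1 gene of chlorophyll synthesis to fall by 5-fold (from 3570 ± 847 to 631 ± 82.3).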

Down-regulation of photosynthesis genes under a water deficit situation has been previously reported in rice and other crops [24,25]. The phytohormones of ABA, ethylene, and auxin are highly accumulated in leaf in a drought environment to maintain the homeostasis of plant biosynthesis.

A total of 76 genes were preferentially induced in the roots at the tillering and panicle elongation stages (Additional file 12), except for 35 genes with unknown function. 

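AREB1, a bZIP factor of abscisic acid signalling, rose by 3.86 in roots at tillering and 4.31 at panicle elongation. The heat stress factor Os02g0527300 rose by 2.79 at both stages. The 3 MYB genes Os06g0258000 (3.90 and 5.07), Os03g0142600 (3.22 and 3.67) and Os02g0618400 (2.70 and 3.21) and the bZIP gene Os12g0156200 (2.70 and 4.38) rose too. DnaJ (Os01g0606900, 5.31 and 6.55) and HSP26.2 (Os06g0219500, 2.86 and 5.20) went further at panicle elongation. Among kinases, OsPK4 (Os01g0206300) rose by 3.60, from 8.1 ± 2.82 to 94.2 ± 8.14, and by 4.34, Os10g0337400 by 4.22 and 4.26 and Os05g0501400 by 2.49 and 2.64. With values floored at their 25th percentile the rise of OsPK4 at tillering is 1.73 and no longer called. The study's 77 root probes, chosen on these arrays, have medians of 3.23 and 3.51, which is not independent evidence of their direction. In a list matched by symbol, with 0 genes in the study's lists, 3 of 4 genes of abscisic acid synthesis and breakdown rose and 0 fell at each stage, among them the hydroxylase ABA8OX2 (2.65 ± 0.27 at tillering; camera adjusted p = 0.0221 and 0.0297, and adjusted p = 0.553 each with an estimated correlation). These are again 3 and 3 when adjusted over the list alone. At tillering the list no longer passes with the replicate number as a block (adjusted p = 0.0836), and with each comparison fitted alone it passes at neither stage (0.0627 and 0.056).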

A set of these genes were functionally involved in transcription regulation, such as those encoding one abscisic acid responsive elements-binding factor 1 (AREB1, Os06g0211200), one heat shock transcription factor 31 (HSP31, Os02g0527300), two heat shock proteins (HSPs), three myb transcription factors, one bZip TF, and three protein kinase including OsPK4 (Os01g0206300). All these were identified to be related to the upstream of gene regulation of drought or other abiotic stress responsiveness in plant. The gene *AREB1 *regulates novel ABRE-dependent ABA signaling that enhances plant drought tolerance in vegetative tissues [26].

A relatively large portion of the root-specific repressed genes is involved in metabolism, cell growth, cell wall modification, and phytohormone response (Additional file 13). Fourteen genes related to cell wall biogenesis and modification, such as the genes encoding three ENOD93 proteins, EXPA5, EXPA3, and one cell wall invertase (Os04g0664900), involved in the process of cell wall extension, were apparently down-regulated only in roots. 

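The ENOD93 genes fell in roots at both stages: Os06g0142200 by -4.53 and -5.01, Os06g0142300 by -2.88 and -3.20 and Os06g0142400 by -2.73 and -2.79. The gene that the paper names EXPA5 (Os01g0248900, -3.11 and -2.42) fell as well. Its symbol in the annotation used here is EXP8, and the gene with the symbol EXP5 had -0.38 and -0.67. EXPA3 (Os05g0276500, -2.81 and -2.57) and the cell wall invertase Os04g0664900 (-3.01 and -2.54) fell too. The invertase is short of 5-fold at panicle elongation without control replicate 1 (-2.29) or drought replicate 1 (-2.21). As this list was chosen by the study on these arrays, its direction is not independent evidence. Of 29 expansins matched by symbol, 5 of them also in the study's lists, 17 fell and 2 rose in roots at tillering, with a median of -0.72 (camera adjusted p = 0.00112, and adjusted p = 0.48 with an estimated correlation), and 17 fell and 2 rose at panicle elongation, with a median of -0.67 (adjusted p = 0.0144, and adjusted p = 0.553 with an estimated correlation). EXPB7 fell from 3280 ± 324 to 372 ± 62.7 at tillering (-3.15 ± 0.37). Of 29 cellulose synthases and relatives, 4 of them in the study's lists, 21 fell and 2 rose at tillering (adjusted p = 9.9e-05, and adjusted p = 0.553 with an estimated correlation) and 21 fell and 3 rose at panicle elongation (adjusted p = 0.00112, and adjusted p = 0.599 with an estimated correlation). CSLC3 (-2.38 and -2.72) and CSLF7 (-2.51 and -2.44) were among the falls, and CSLA5 rose (2.05 and 3.26). Adjusted over the list alone, 19 and 18 expansins and 23 and 21 cellulose synthases fell.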

Another root dependent repressed gene set is functionally related to phytohormone regulation. These genes encode four ethylene responsive transcription factors, namely, ER33, GAST1, Auxin efflux carrier protein (Os01g0802700), and GA2-oxidase (GA2ox, Os05g0560900), and two SDR family proteins (Os11g0499600, Os12g0260500). 

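GA2ox, which deactivates gibberellins, fell by -4.74 in roots at tillering and -4.75 at panicle elongation. The auxin efflux carrier Os01g0802700 fell by -5.31 and -3.42, and the gibberellin-responsive gene GAST1 (Os06g0266800) by -3.49 and -3.39. Of the ethylene-responsive factors, Os03g0182800 had -3.99 and -3.73 and Os05g0361700 -3.91 and -4.22. The short-chain dehydrogenase Os12g0260500 fell by -4.29 and -2.99, and by -2.28 at panicle elongation without control replicate 1. Its relative Os11g0499600 fell by -2.30 at tillering, short of 5-fold (limma adjusted p = 1.72e-08), and by -2.41 at panicle elongation, which also comes short without control replicate 3 (-2.23), drought replicate 1 (-2.28) or drought replicate 3 (-2.32).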

*GAST1 *gene was reported to be oppositely regulated by GA and ABA, with GA inducing and ABA inhibiting its expression at the transcription level in a shoot of tomato [27]; the enzyme GA 2-oxidase antagonizes GA activity by deactivating GAs that regulate leaf expansion, stem elongation, and flower induction [28-30]. Therefore, GA might be promoted due to the down-regulation of GA2ox, whereas ethylene and Auxin were inhibited in root under drought. This finding reveals that root growth under drought is spatially regulated, whereas the response of root cell expansion to water stress is independently regulated in longitudinal and radial directions [31]. From these results, we can speculate that root elongation is enhanced under drought stress so that the stressed rice root can reach deeper water. However, the root may become thinner due to the inhibition of cell wall extension to save more energy to protect the rice plant from drought stress.

Specific drought DEGs were mostly detected in panicle among the three tissues. A total of 102 and 346 genes were identified to be up- and down-regulated specifically in panicle under drought, respectively (Additional files 14 and 15). First, several pollen or anther development-related genes were identified to be particularly regulated by drought in rice panicle. Five genes encoding pollen allergen family proteins, profiling A, and tapetum-specific endoxylanase were up-regulated, whereas another set of genes, such as gelsolin, anther-specific protein YY2, meiotic serine proteinase (Os04g0543700), two allergen V5/Tpx-1 proteins, pistil-specific extension-like protein, plantacyanin, dioxygenase RAMOSUS1 (Os01g0566500), and CUT1 (Os01g0529800) were down-regulated by drought in the panicle only. Among these genes, gene encoding meiotic serine proteinase was significantly down-regulated more than 20 times by drought stress. This gene was found to be related to microsporogenesis. 

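Among pollen and anther genes of the study's list, 7 probes rose by 2.70 to 5.38 in droughted panicles. A pollen allergen (Os04g0317800) went from 15.4 ± 0.808 to 659 ± 165 (5.38 ± 0.19, limma adjusted p = 7.11e-18), the actin-binding profilin A (Os10g0323900) by 3.42 and the tapetum endoxylanase (Os10g0351700) by 3.11. The beta-expansins Os10g0548600 (4.78) and Os03g0106500 (3.71) rose with them. The meiotic serine proteinase Os04g0543700 fell by -4.38 ± 0.22 (adjusted p = 6.03e-15), gelsolin by -3.26, YY2 by -3.15, plantacyanin (Os03g0850900) by -3.72, the pistil extensin Os08g0108300 by -2.67, the allergen V5 genes Os02g0834300 and Os07g0645000 by -2.53 and -2.44, RAMOSUS1 by -3.19 and CUT1 by -3.08. Of 9 genes of tapetum and pollen wall matched by symbol, 3 fell and 0 rose, most of all CYP703A3, which is also in the study's list (1880 ± 644 to 53.5 ± 37.4, -5.30 ± 0.31), and the list does not pass against other genes (camera adjusted p = 0.227). Adjusted over the list alone, 4 fell. The median of the study's 102 higher probes was 2.90, but that list was chosen on these arrays and is not independent evidence.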

The gene *RAMOSUS1 *encodes dioxygenase and is involved in shoot branching [32], whereas the gene *CUT1 *encoding a very long chain of fatty acid condensing enzyme was identified to be related to cuticular wax biosynthesis and pollen development [33].

A total of 53 genes (53/346) related to membrane biogenesis and cell wall extension were confirmed to be exclusively down-regulated in young panicle (Additional file 15), although they belong to a different gene set from those down-regulated in root mentioned above. These genes encode cellulose synthase, lipid transfer proteins (LTPs), cell wall invertase, laccase, pectinesterase family proteins, and glycoside hydrolase family proteins. 

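Cellulose synthase genes of the study's list fell in panicles: Os09g0422500 by -2.63, Os07g0252400 by -2.52 and Os01g0750300 by -2.48. Lipid transfer proteins fell in 6 probes by -4.56 to -2.71, laccases by -4.24 to -3.54, and the polygalacturonase Os03g0808000 from 899 ± 581 to 27.6 ± 8.15 (-4.89 ± 0.26, limma adjusted p = 2.27e-14). The cell wall invertase Os04g0413500 had -2.21, short of 5-fold. This list was drawn up by the study from these arrays and so is not independent evidence. Of the 29 cellulose synthases and relatives matched by symbol, which include CESA4, CESA6 and CESA9 of that list, 20 fell and 3 rose in panicles, with a median of -1.09 and CSFL8 lowest (-3.69 ± 0.34; camera adjusted p = 0.00112, and adjusted p = 0.599 with an estimated correlation). When adjusted over the list alone 20 fell and 4 rose.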

The cell wall invertases were involved in the panicle elongation, and their expression could be highly down-regulated by drought stress, resulting in the retardation of panicle elongation in rice [34]. LTPs, pectinesterases, and glycoside hydrolases are functionally related in membrane biogenesis and cell wall extension [35-37]. These results show that the panicle development of rice is greatly repressed when the rice plant is under the condition of water deficit.

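Among genes of chromatin, 5 histone genes fell in panicles: the H2A genes Os03g0162200 by -2.37 ± 0.33 and Os03g0279200 by -2.53 ± 0.20, and the H3 genes by -2.67 ± 0.30 (Os06g0160100), -2.51 ± 0.24 (Os05g0438700) and -3.11 ± 0.29 (Os01g0866200). All 5 were also lower in roots at both stages, by less than 5-fold: Os01g0866200 had -1.97 and -2.29 there and Os03g0279200 -1.57 and -1.37. In leaves at panicle elongation Os05g0438700 rose by 2.60. In panicles 4 of the 5 lie near the 5-fold minimum and come short of it in some fits. Without control replicate 1 Os05g0438700 has -2.31, Os03g0279200 -2.32 and Os03g0162200 -2.21. Between medians Os06g0160100 has -2.22 and Os03g0162200 -2.04. The latter also comes short without drought replicate 2 (-2.16), with the floor at the 25th percentile (-2.17) and after quantile normalization (-2.23). The study picked these genes on these arrays, which gives no independent evidence of their direction. The list of core histones, which holds H2B genes and HisRS, a tRNA synthetase that its pattern took in, had 0 of 6 higher and 0 lower in panicles at a limma adjusted p under 0.05 (median -0.12; camera adjusted p = 0.953).

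Kinesins and tubulins fell in panicles. Of 34 kinesins 23 fell and 2 rose, with a median of -0.87 and KIN14A from 399 ± 75.2 to 28.3 ± 1.68 (-3.80 ± 0.27; camera adjusted p = 0.000184, and adjusted p = 0.553 with an estimated correlation). Of 9 tubulins 8 fell and 0 rose, with a median of -1.48 (adjusted p = 0.0105, and adjusted p = 0.666 with an estimated correlation). Of 51 genes of the cell cycle and DNA replication 22 fell and 9 rose, MCM4 by -1.49 and OsRPA32 by -1.92 among the falls, and the list does not pass (adjusted p = 0.471). When adjusted over the list alone, 25 of these fell and 10 rose, and the counts of kinesins and tubulins are as given. The study's lists hold 2 of the kinesins, KIN14A among them, and 1 of the tubulins.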

Five histone genes were detected to be highly down-regulated by drought exclusively in young panicle: *Histone H2A *(Os03g0162200), *Histone H2A *(Os03g0279200), *Histone H3 *(Os06g0160100), *Histone H3 *(Os05g0438700), and *Histone H3 *(Os01g0866200). These genes are involved in cell division and are reported to be regulated by drought and development [38,39]. However, the effect of the repression of histone genes on cell cycle in rice panicle under drought needs to be further elucidated.

Several genes showing reciprocal expression patterns in two tissues at the same development stage under drought were also identified. After comparing the whole gene profiling between two tissues at the same development stage, several genes were detected to be reciprocally regulated in two tissues under drought. At the tillering stage, 5 and 6 genes were induced and repressed in leaves but repressed and induced in roots, respectively. At the panicle elongation and booting stages, 29 and 4 genes were identified to be reciprocally regulated by drought in two different tissues, respectively (Table 3).

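Changes in opposite directions in the 2 tissues of a stage were called for 14 probes at tillering, 34 at panicle elongation and 7 at booting. An allergen V5 gene (Os07g0127600) rose by 3.68 in leaves and fell by -7.22 in roots at tillering. Its levels in control leaves (3.66 ± 1.66) and droughted roots (2.79 ± 2.29) lie under the 25th percentile of all values, and with values floored there the changes are 0.82 and -3.60, so the rise in leaves is no longer called. A quinoprotein alcohol dehydrogenase (Os03g0625300) fell by -2.46 in leaves, short of 5-fold after quantile normalization (-2.28) or median centring (-2.31), and rose by 3.72 in roots. The glucanase Os01g0946500 had -1.80 and 1.90, short of 5-fold in both, with a difference of -3.70 ± 0.56. At booting the cytochrome P450 gene Os08g0547300 (-3.94 in leaves, 3.29 in panicles) and Os07g0591700 (-3.13, 2.61) rose in panicles, and the lipid transfer genes Os07g0175600 (2.47, -2.71) and Os03g0793800 (2.48, -3.30) fell. Of these, Os07g0591700 is short of 5-fold in panicles without control replicate 1 (2.18) or between medians (2.24). In leaves Os07g0175600 is so without control replicate 1 (2.27) or drought replicate 1 (2.19), and Os03g0793800 without control replicate 3 (2.23) or drought replicate 1 (2.04). Of the genes in the study's table that could be matched to a probe, 5 of 6 at tillering, 21 of 22 at panicle elongation and 4 of 4 at booting were called in both tissues. The exception at panicle elongation is the NAC gene Os01g0104200, with -2.23 in roots. These were selected by the study on these arrays and are not independent evidence. With 1 probe per gene 4 are called at tillering, and with values floored at their 25th percentile 4 at booting.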

**Table 3:** List of genes with reciprocal action between two tissues at different development stages

Gene ID	Annotation	BP	BL	PL	PR	TL	TR
*At Booting Stage*							
Os08g0547300	E-class P450, group I family protein	3.27	-3.94	-4.25			
Os07g0591700	Conserved hypothetical protein	2.50	-3.35				
Os07g0175600	Plant lipid transfer protein	-2.71	2.51	3.34			
Os03g0793800	Plant lipid transfer protein	-3.32	2.56				
*At Panicle Elongation Stage*							
Os05g0560900	Gibberellin 2-oxidase	2.75	5.02	3.07	-5.20	3.30	-4.82
Os11g0702100	Class III chitinase homologue			6.03	-3.05	2.52	-3.22
Os10g0158100	Senescence-associated protein 15			2.79	-3.37	2.34	-4.26
Os04g0652700	Nuclease I		3.61	3.98	-2.60		-2.99
Os04g0635100	Wound induced protein		4.06	3.29	-3.08		
Os03g0745200	Transferase family protein			3.03	-2.49		-2.64
Os01g0788400	Pectinesterase(Pectin methylesterase)			3.33	-2.71		-3.26
Os03g0830500	PGPS/D12	4.44		4.43	-2.54		-5.23
Os12g0592900	Hypothetical protein		2.98	5.15	-3.43		-2.91
Os10g0418100	Calcium-transporting ATPase 8			2.58	-2.66		-2.86
Os04g0460300	Amino acid/polyamine transporter II		3.01	3.62	-2.64		
Os06g0592400	Cytosolic aldehyde dehydrogenase RF2C			3.06	-3.05		-2.83
Os04g0268700	Eggshell protein family protein			2.62	-4.15		-4.36
Os10g0464000	Hypersensitive-induced response protein			2.37	-2.46		-3.28
Os02g0813100	Cyclin-like F-box domain containing protein			2.65	-3.19		-3.06
Os01g0104200	NAC-domain protein 5-8			3.23	-2.46		-2.52
Os10g0391400	ZIM domain containing protein			2.76	-3.89		-3.86
Os03g0100200	Conserved hypothetical protein		-2.33	-4.35	3.02		
Os09g0469300	Plastocyanin-like domain containing protein			-2.56	5.44		4.68
Os06g0136600	Enolase 1			-2.34	3.13		
Os03g0178500	Alpha/beta hydrolase family protein			-3.22	2.74	-2.31	
Os04g0538000	TPR repeat containing protein			-2.81	3.82		
Os01g0279400	Major facilitator superfamily antiporter		-2.77	-3.75	2.54	-3.35	
Os01g0866400	Fructose-1,6-bisphosphatase			-3.79	3.16		3.22
Os01g0102300	Conserved hypothetical protein			-3.64	4.00		3.32
Os03g0197100	Sugar transporter protein			-4.17	3.35		4.56
Os12g0575000	Protein of unknown function DUF1118			-2.59	3.84		3.93
Os01g0556700	Dicarboxylate transporter			-2.65	5.13		5.61
Os05g0568900	Protease Do-like 1			-2.39	3.10		
*At Tillering Stage*							
Os05g0560900	Gibberellin 2-oxidase	2.75	5.02	3.07	-5.20	3.30	-4.82
Os11g0702100	Class III chitinase homologue			6.03	-3.05	2.52	-3.22
Os10g0158100	Senescence-associated protein 15			2.79	-3.37	2.34	-4.26
Os07g0127600	Allergen V5/Tpx-1 related family protein				-3.04	2.50	-4.30
Os03g0322900	Late embryogenesis abundant protein	3.12	3.33	2.60	5.15	-4.35	3.44
Os04g0685700	Conserved hypothetical					-2.35	2.56
Os01g0946500	Glucan endo-1,3-beta-glucosidase GV	2.50			2.73	-2.42	2.56
Os03g0625300	Quinonprotein alcohol dehydrogenase				3.85	-2.46	3.70
Os01g0789400	Alpha subunit of RNA polymerase					-2.34	3.25
Os09g0402100	PF1 protein					-4.08	2.94

*Note*: Log2 transformed ratios of drought stress and control

Three genes, i.e., *GA2ox*, *Chitinase III*, and *Senescence-associated protein 15 *(*SAP15*), were highly induced in leaf but repressed in root at both the tillering and panicle elongation stages. 

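GA2ox (Os05g0560900) rose by 3.36, 3.03 and 5.11 in leaves at tillering, panicle elongation and booting and by 2.80 in panicles. Its change in leaves minus that in roots was 8.10 ± 0.65 at tillering and 7.79 ± 0.65 at panicle elongation (limma interaction, adjusted p = 2.16e-10 and 1.5e-10). The class III chitinase Os11g0702100, an enzyme of defence, rose by 2.49 (2.30 with values floored at their 25th percentile or without drought replicate 1) and 6.04 in leaves and fell by -3.29 and -3.07 in roots, a difference of 9.11 ± 0.64 at panicle elongation (adjusted p = 5.76e-12). SAP15 (Os10g0158100) rose by 2.33 and 2.79 in leaves and fell by -3.96 and -3.22 in roots (difference at tillering 6.29 ± 0.70, adjusted p = 6.59e-08). With the floor its rises in leaves, 1.64 and 2.08, are no longer called, and the first is short of 5-fold too without control replicate 1 (2.08) or drought replicate 2 (2.07) and between medians (1.90).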

*GA2ox *was highly down-regulated in all roots but up-regulated in all leaves and panicle. One gene encoding the LEA protein (Os03g0322900) was only down-regulated in tillering leaf but up-regulated in all other tissues under drought. These results provide further evidence that the genes are regulated under environment stress in a tissue-specific manner. *GA2ox *has an important role in the regulation of stem elongation and leaf growth, and participates in the phase transition from vegetative to reproductive growth [40]. Induction of *GA2ox *may result in a low level of GA in leaf under drought by feedback control and retardation of leaf growth, whereas the *GA2ox *is highly repressed by drought. Senescence-associated proteins are involved in leaf senescence in plant [39]. The reciprocal regulation of *SAP15 *in root and leaf indicates that leaf growth was inhibited, whereas root growth was promoted by drought stress. The gene of *Chitinase III *confers disease resistance by degrading chitin, a component of fugal cell wall [41]. The biological role of this gene differently regulated by drought in root and leaf remains unclear.

Organ-/tissue-specific gene regulation in response to abiotic stresses has been previously reported. The gene encoding glutamine synthetase in potato was found to have a differential response to drought and salt stresses in an organ-dependent manner [42,43]. A systematic comparison of gene expression in various rice organs revealed mostly organ-specific reprogramming of genome expression responding to drought and high salinity [15]. These results support that each plant organ has a unique strategy in dealing with environmental stress.

### Genome-wide expression profiling of transcription factor (TF) genes under drought stress

Among the 2384 known or annotated TF genes in the rice genome [44], 261 (10.9%) TF genes were differentially regulated by drought (Additional file 16), accounting for about 5% of total DEGs detected in this study. These TF genes belong to a diverse range of TF families classified by Gao et al. [44] including 35 MYB genes, 28 AP2/EREBP genes, 21 bHLH genes, 11 HSF genes, 27 NAC genes, 15 WRKY genes, etc. (Table 4). Among these TF genes, 153 were found to be differentially regulated by drought at the leaf of panicle elongation stage.

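Of the 261 probes of the study's table of transcription factors, 254 were called in at least 1 comparison. Leaves at panicle elongation had 89 higher and 63 lower, leaves at tillering 29 and 22 and leaves at booting 54 and 15. In roots lower factors outnumbered higher ones, with 21 higher and 48 lower at tillering and 24 and 26 at panicle elongation, and in panicles 24 were higher and 17 lower. All 28 AP2/EREBP, 27 NAC, 24 MYB, 21 bHLH and 11 HSF probes were called somewhere, and 13 of 15 WRKY probes. NAC factors were called higher in 17 probes in a leaf sample and in 1 in a root, and WRKY factors lower in 7 in a root. The table was chosen by the study on these arrays, so these directions are not independent evidence.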

**Table 4:** Drought-induced expression patterns of tissue-specific regulated AP2/EREBP transcription factors

Gene ID	TF Family	TL	PL	BL	TR	PR	BP
Os08g0474000	AP2/EREBP family	4.16	4.05	3.81	3.44		4.24
Os02g0764700	AP2/EREBP family	2.87	6.32	4.24			2.42
Os06g0166400	AP2/EREBP family		3.12	3.34			3.14
Os02g0655200	AP2/EREBP family		3.74	2.48			
Os06g0127100	AP2/EREBP family		4.96	2.75			
Os01g0797600	AP2/EREBP family			2.34			
Os08g0537900	AP2/EREBP family			3.06			
Os04g0610400	AP2/EREBP family			2.97			
Os01g0165000	AP2/EREBP family		4.68				
Os09g0286600	AP2/EREBP family		2.57				
Os03g0183000	AP2/EREBP family		3.68				
Os04g0398000	AP2/EREBP family		2.42				
Os04g0546800	AP2/EREBP family						3.59
Os05g0361700	AP2/EREBP family				3.84	4.64	2.95
Os03g0182800	AP2/EREBP family				4.06	3.84	
Os10g0390800	AP2/EREBP family				2.64	2.74	
Os02g13710	AP2/EREBP family				2.74	2.47	
Os07g0674800	AP2/EREBP family				5.06	6.64	
Os04g0529100	AP2/EREBP family				2.47	2.40	
Os01g0313300	AP2/EREBP family				5.06	3.06	
Os03g0341000	AP2/EREBP family				6.64	5.06	
Os03g0191900	AP2/EREBP family					2.84	
Os09g0522000	AP2/EREBP family					2.74	
Os12g0582900	AP2/EREBP family				2.74		
Os07g0617000	AP2/EREBP family				2.56		
Os09g0287000	AP2/EREBP family				2.32		
Os04g0550200	AP2/EREBP family	2.64		2.74			

*Note*: Log2 transformed ratios of drought stress and control

After comparing the expression patterns of all TF genes, different sets of TFs genes with unique expression patterns were identified. Two TF genes encoding bZIP (*OsbZIP14*, Os01g0867300) and HB (Os02g0649300) proteins were commonly induced in all tissues at the three development stages, indicating that these two TF genes might be involved in the universal regulation of rice response to drought. *OsbZIP14 *was also found to be induced by drought in all tissues during panicle and seed development [45]. A total of 17 and 34 TF genes shared the same expression pattern between two roots and among three leaves under drought, respectively. 

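Called the same way in both roots were 33 factors, and 22 in all 3 leaf samples. Leaves and roots shared 14 at tillering and 12 at panicle elongation, and leaves and panicles 17 at booting. Higher in all 6 comparisons were 4: HOX24, of the HB family, HSF05, and a bZIP and an HSF probe without a gene name. The bZIP probe rose by 3.07, 3.73 and 3.92 in leaves at tillering, panicle elongation and booting, by 3.49 and 3.27 in roots and by 2.70 in panicles (limma adjusted p = 1.19e-13 in panicles). The unnamed HSF probe rose most in leaves at panicle elongation (6.62) and least in roots at that stage (2.48). As the factors come from a table the study chose on these arrays, the shared counts are not independent evidence.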

A total of 15, 13, and 21 TF genes were commonly regulated between two tissues at the tillering stage, panicle elongation stage, and booting stage, respectively. These results imply that only several TF genes of rice were coincidently regulated by drought stress.

Several of the TF genes were tissue- or stage-specifically regulated, especially the plant-specific TF gene family member. The 10 identified HSF genes were highly up-regulated in at least one tissue, 9 of which were induced in the root at the panicle elongation stage. 

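All 11 HSF probes of the table were called higher in roots at panicle elongation, against 5 in roots at tillering, 3, 5 and 3 in leaves and 2 in panicles. HSF01 rose there from 24.1 ± 4.12 to 1180 ± 137 (5.62 ± 0.19, limma adjusted p = 4.87e-19), the probes of HSF11 by 5.30 and 4.57, ARD1, whose synonyms include HSFA2C, by 3.78 and HSF03 by 3.76. A probe of HSFA2D rose by 2.42 in these roots and fell by -2.41 in leaves at the same stage. The probes of this gene disagree. Its probe in the list matched by symbol had -0.51 in these roots (limma adjusted p = 0.0219), among the falls counted below, and 0.19 in those leaves. The table was chosen on these arrays and is not independent evidence. In the list of 20 heat stress factors matched by symbol, of which the study's table or lists hold 7, 15 rose and 2 fell in roots at panicle elongation (median 1.00; camera adjusted p = 1.36e-05, and adjusted p = 0.43 with an estimated correlation). Of these factors 12 rose and 2 fell in leaves at that stage (adjusted p = 0.00586, and adjusted p = 0.599 with an estimated correlation), 7 and 1 in roots at tillering (0.0392, and adjusted p = 0.692 with an estimated correlation) and 11 and 2 in panicles (0.0359, and adjusted p = 0.673 with an estimated correlation). Adjusted over the list alone 3 fell in roots at panicle elongation and 3 in panicles. In roots at tillering the list no longer passes with the replicate number as a block (adjusted p = 0.0553), with all probes of its genes (0.0769), or without control replicate 1 (0.0687) or drought replicate 2 (0.0548). In panicles it does not without control replicate 3 (0.054) or drought replicate 2 (0.0557), or after quantile normalization (0.0586).

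Heat shock proteins rose with them. In roots at panicle elongation 25 of 26 rose and 1, HSP18.8, fell (-2.67), with a median of 4.63, and 18 rose by 5-fold or more (camera adjusted p = 8.95e-22, and adjusted p = 0.0428 with an estimated correlation). HSP16.9B went from 20.5 ± 10.1 to 6110 ± 381 (8.33 ± 0.60, adjusted p = 6.45e-12). HSP17.8 (5.72) and HSP21.9 (5.44) rose there and had -0.33 and -0.03 in roots at tillering. In leaves at panicle elongation 17 rose and 4 fell (median 0.99; adjusted p = 0.0102, and adjusted p = 0.759 with an estimated correlation), and in panicles 13 rose and 3 fell (median 0.78; adjusted p = 0.0475, and adjusted p = 0.781 with an estimated correlation). In panicles 14 rose when adjusted over the list alone. There the list no longer passes without control replicate 1 (0.0502), drought replicate 1 (0.0543) or drought replicate 3 (0.0532), after quantile normalization (0.104), with a filter on dim probes (0.0509) or with panicles fitted alone (0.141). The study's table or lists hold 4 of the 26.

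**Figure D4:**
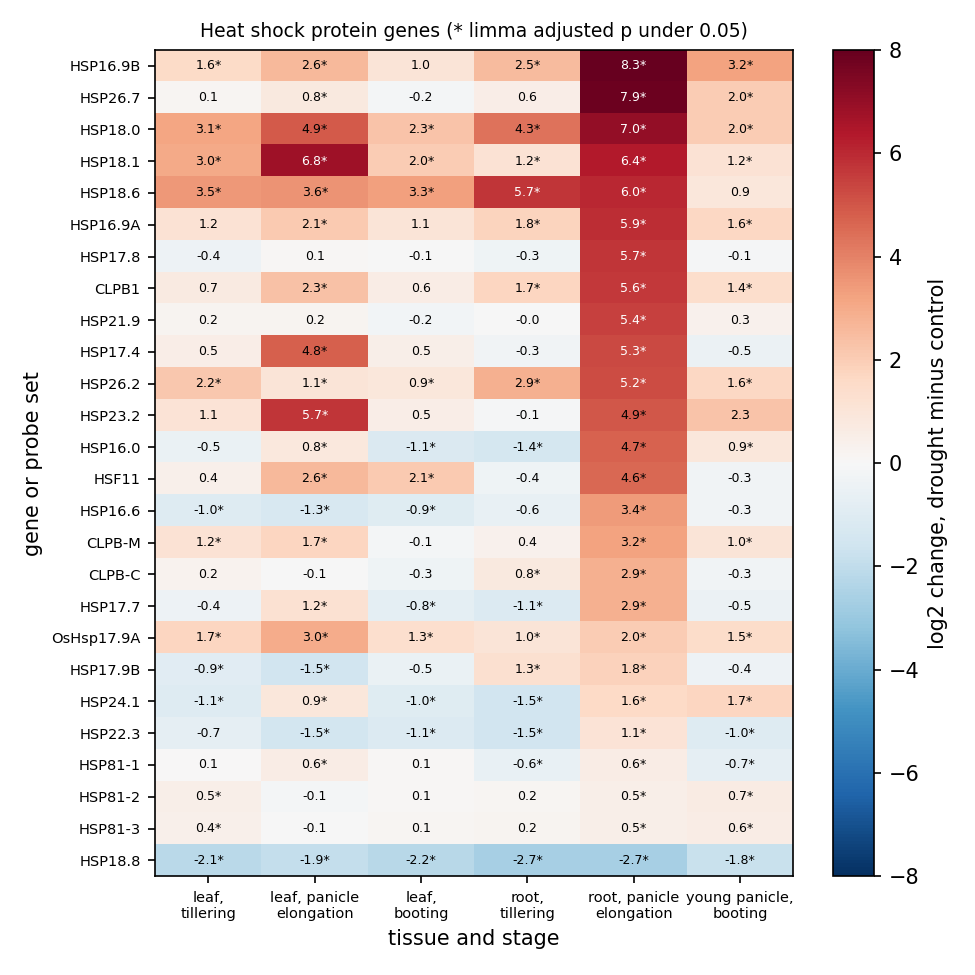
Log2 change under drought of the 26 genes in the list of heat shock proteins (limma, 3 droughted and 3 control arrays per tissue and stage), where the list also took in HSF11.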

Five members of the GRAS family genes were down-regulated in root or leaf. The three auxin responsive or ARF genes were exclusively repressed in leaf at the panicle elongation stage. 

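The auxin response factors ARF9 (-3.40 ± 0.21, limma adjusted p = 6.11e-14) and ARF12 (-2.87) fell in leaves at panicle elongation with a further ARF probe (-2.54), and in the other samples none of the 3 was called. ARF16, which is not in the study's table, rose in those leaves by 4.00 ± 0.17. Of 5 GRAS probes, 4 were lower in a leaf sample and 1 in a root: Os06g0105200 fell by -2.44, -4.25 and -3.67 in leaves at tillering, panicle elongation and booting, and a probe without a gene symbol by -2.71 in roots at panicle elongation. Both families come from the table the study chose on these arrays, so their direction is not independent evidence.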

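In roots the bHLH factors Os04g0489600 (-4.10 at tillering, -3.76 at panicle elongation) and Os03g0759700 (-3.20 and -2.85) fell, and in leaves Os08g0524800 did (-2.98, -3.02 and -2.99 at the 3 stages). Of the 21 bHLH probes the study chose on these arrays, which are not independent evidence, 19 were called lower in a leaf or root sample, 8 of them in roots at tillering, and 3 were called higher somewhere. BHLH063, also named OsIRO2 and IRO3, fell from 1740 ± 919 to 165 ± 12.7 in leaves at tillering (-3.26 ± 0.36, limma adjusted p = 3.08e-08) and had 1.65 in panicles.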

Most of the identified bHLH genes (18 out of 21) were found to be down-regulated in either at least one root tissue or one leaf tissue (Additional file 17). These differentially expressed bHLH TF genes were further functionally identified in an experiment of PEG-simulated drought stress and exogenous ABA treatment using quantitative RT-PCR analysis [46]. Result also show that most of the bHLH genes were repressed in seedling roots and leaves under PEG stress and ABA stress [46], implying that these bHLH genes might have negative roles in rice responding to osmotic stress.

As for stage-specific regulated TF genes, three of them, including one ZIP member and two MYB, were down-regulated only at the tillering stage. Nine TF genes were only differentially regulated (the same or different pattern) by drought at booting stage. A total of 25 TF genes belonging to bHLH, GRAP-G2-like, MYB, NAC, and ZIM families were only differentially regulated (the same or different pattern in two tissues) by drought at the panicle elongation stage. There were 7 and 7 MYB and NAC genes induced by drought exclusively in leaf at panicle elongation stage, respectively (Additional file 16). 

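Of the 3 factors in the study's list for tillering, 2 were called in both tissues of that stage. Of its 25 for panicle elongation, 24 were called in leaves or roots and 2 in both, and of its 9 for booting 8 were called in leaves or panicles and 3 in both. In each of the 3 lists, 1 factor was called in both tissues of the stage and at no other stage. Called higher in leaves at panicle elongation and higher nowhere else were 8 NAC and 7 MYB probes. LTR1, also named OsMyb4, rose by 3.70 there and had 0.37 in leaves at tillering and 1.07 at booting (limma adjusted p = 1.6e-11 at panicle elongation). NAC2 rose by 2.71 and had -0.50 and 0.12 in the roots. These lists were chosen by the study on these arrays and are not independent evidence.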

A number of NAC TF genes and several MYB TF genes have been previously found to be differentially expressed in a tissue-specific manner under various abiotic stresses, such high salinity, cold stress, and drought environment [47-49]. This stage-specific gene profiling of TF genes implies that drought stress responsiveness is under developmental control.

AP2/EREBP family proteins are unique to plants and share a highly conserved AP2 domain. Several AP2/EREBP TF genes were involved in transcriptional regulation pathway of ABA-dependent and ABA-independent response to drought stress [50,51]. Two distinct sets of AP2/EREBP transcription factor members were determined in this study. One set of the TFs, including 14 members, was specifically induced by drought in at least one leaf tissue or panicle, except for one, AP2/EREBP TF, which was repressed in TL and BL. Another set of 13 TF genes were repressed only in root, mostly in root samples from both stages, except for one gene that was reciprocally regulated in roots and panicle (Table 4). These results show that AP2/EREBP TF genes are highly under organ-specific regulation by drought. These results were also confirmed by the macroarray analysis of AP2/EREBP TF genes family and RT-PCR analysis of drought differentially regulated TF genes [52].

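Of the 28 AP2/EREBP probes in the study's table, 14 were called higher in a leaf sample and 1 in a root, and 13 were called lower in a root and 1 in a leaf. By sample, 11 were higher and 0 lower in leaves at panicle elongation, 8 and 1 at booting and 2 and 1 at tillering. Roots had 1 higher and 11 lower at tillering and 0 and 10 at panicle elongation, and panicles 5 and 0. DREB2A rose in leaves at panicle elongation from 44.2 ± 11.7 to 1130 ± 207 (4.70 ± 0.21, limma adjusted p = 7.92e-17), and Os04g0546800 in panicles (3.56). In roots Os03g0341000 fell by -6.44 and -4.54, Os07g0674800 by -4.69 and -6.05, Os01g0313300 by -5.32 and -3.07, and DREB1B by -2.44 at panicle elongation. Os05g0361700, lower in both roots, rose by 2.94 in panicles. All these probes were chosen by the study on these arrays, which is not independent evidence of their direction. In the list of 10 AP2/ERF factors matched by symbol, of which the study's table holds DREB2A and DREB1B, the drought change does not pass a test between tissues at any stage (camera adjusted p = 0.606 at tillering, 0.319 at panicle elongation and 0.899 at booting, with median differences of -0.12, 0.13 and -0.33).

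**Figure D5:**
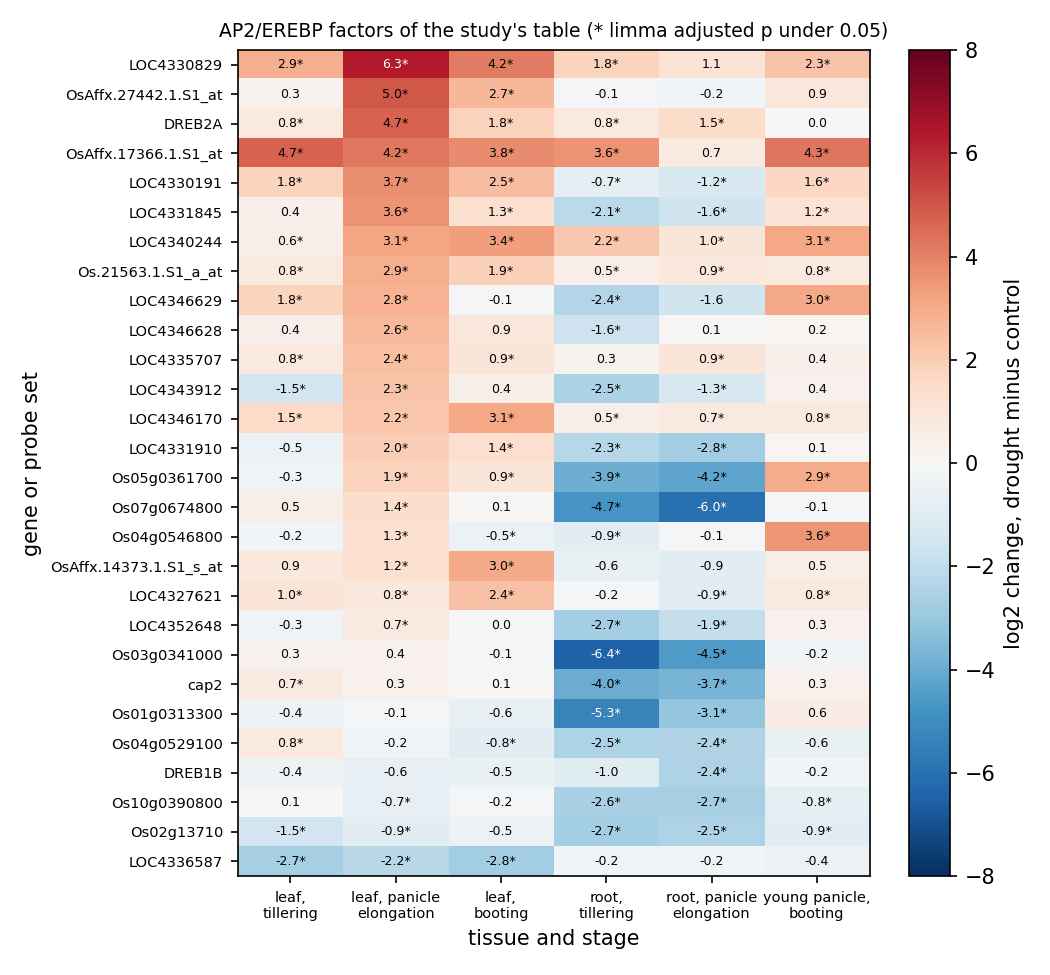
Log2 change under drought of the 28 AP2/EREBP probes of the study's table (limma, 3 droughted and 3 control arrays per tissue and stage).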

AP2/EREBP TF genes play an important role in regulating developmental processes. Several of these genes have been identified to be functionally involved in developmental control, such as *APETALA *in identity with the Arabidopsis flower [53], and *AINTEGUMENTA *and *AINTEGUMENTALIKE6 *in flower patterning [54], *PUCHI *affecting root morphogenesis [55]. These organ-dependent regulations of AP2/EREBP TF genes might be responsible for regulating organ-specific downstream genes in response to drought stress.

The rice genome has more than 2000 TF genes [44], majority of which are members of large families. In this study, 261 TF genes were found to be differentially regulated by drought, and most TF genes were tissue- or stage-specific regulated. This finding implies that these TF genes can play different roles in the regulation of rice plant response to drought stress and that the regulation may be under the control of development.

### Regulatory element analysis of commonly induced genes under drought stress

To identify common sequence motifs of drought-induced genes in rice, we examined the *cis*-regulatory elements in the 1 kb regions upstream of 55 commonly induced genes in all tissues using two approaches. First, all known *cis*-elements responsive to drought were used as targets to scan the upstream sequences. The other method used was not based on known elements, in that all possible 6-meric, 8-meric, 10-meric, and 12-meric sequences were evaluated for whether they are overrepresented in the scanned regions using the Weeder software.

Four ABA responsive elements (ABRE) containing an ACGT core sequence (i.e., RTACGTGGCR, ACGTSSSC, TACGTGTC, and ACGTGKC) were used to search the upstream of the 55 genes with the control upstream sequences of 360 genes showing no significant change in expression pattern under drought. We found four elements over-represented in the commonly induced 55 genes compared with the control. A total of 72.7% of the genes contain 1-8 copies of the 4 ABREs, whereas only 3.6% of the control genes harbor 1-3 copies of the elements. Another ABRE motif, S000278 with ACGT core sequence, was also significantly detected to be over-presented in the 55 genes. Around 31.5% of the genes have at least one copy of S000278, whereas only 0.83% of the control genes have the sequence(s).

All 1 kb sequences in the upstream of the 55 genes were submitted to a local installation of Weeder (version 1.3) and an extra mode search (6 bp long with 1 mismatch; 8 bp long with 3 mismatches; 10 bp long with 4 mismatches, and 12 bp long with 4 mismatches) was performed to look for the candidate motifs in a single strand. Four GC-rich sequences, namely, 6 bp of CCGCGC, 8 bp of CGCCGCGC, 10 bp of GCCGCGCGGC, and 12 bp of GCCGCGCCGCGC, were identified. The motif sequence logo is available in the supplementary material (Additional file 18). Most of these four motifs were located between -10 and -500 bp apart from the start codon, but majority of them were in the upstream region from -100 to -300 bp. In total, 48 and 41 out of the 55 genes have at least one or two copies of the four elements (Table 5). CGCG box was identified among these *cis*-elements after further analysis; this special CGCG box is regulated by calmodulin and involved in the transcription regulation of multiple abiotic stresses responsiveness [56]. A number of GC rich motifs with a core motif of CGCG have been identified to be significantly over-represented in the promoter of the *physcomitrella *ABA- and stress-induced gene set [57]. This special CGCG box combined with the ABRE element may be very important for the response of the rice plant to drought environment.

**Table 5:** Copy number of the four cis-elements identified in the upstream regions of 55 commonly induced genes

No	Gene ID	Annotation	S1	S2	S3	S4
1	Os08g0104400	expressed protein	1			
2	Os01g0705200	late embryogenesis abundant protein 3	8	3	4	
3	Os12g0478200	ABA-responsive protein	2			
4	Os03g0305600	expressed protein	3	1		
5	Os01g0225600	late embryogenesis abundant protein Lea14-A	2	1		
6	Os09g0109600	expressed protein	1			
7	Os05g0542500	late embryogenesis abundant protein 3	4	1		
8	Os11g0454300	water stress-inducible protein Rab21	8	3		1
9	Os02g0140800	expressed protein	1		1	
10	Os01g0214500	conserved hypothetical protein	5	2	2	
11	Os04g0266900	transketolase, chloroplast precursor	5	1	2	
12	Os01g0124400	Bowman-Birk type bran trypsin inhibitor precursor	1		1	
13	Os11g0582300	protein SEY1	7	1	1	1
14	Os07g0563400	fiber expressed protein, putative, expressed	7	5	2	
15	Os10g0548100	expressed protein	17	9	5	5
16	Os01g0226400	ATP binding protein, putative, expressed	8	7	3	2
17	Os06g0698300	protein phosphatase 2C	12	3		1
18	Os01g0867300	G-box-binding factor 4	4	2	3	1
19	Os01g0654400	seed maturation protein PM41	4	1	2	
20	Os10g0505900	expressed protein	5		1	
21	Os01g0743500	NADP-dependent malic enzyme	11	4	3	1
22	Os02g0649300	homeobox-leucine zipper protein ATHB-6	7	1	1	
23	Os01g0950900	HYP1	16	8	8	3
24	Os06g0324400	protein LEA25	1			
25	Os03g0133100	expressed protein	13	5	1	3
26	Os05g0572700	protein phosphatase 2C ABI1	21	9	3	2
27	Os11g0454200	dehydrin Rab16B	2	1	1	
28	Os12g0147200	expressed protein	7	3	2	2
29	Os03g0623100	expressed protein	4	3		
30	Os05g0373900	eukaryotic peptide chain release factor subunit 1-1	5	1		
31	Os11g0454000	dehydrin Rab16C	1			
32	Os08g0327700	seed maturation protein	5	2	1	
33	Os04g0610600	embryonic protein DC-8	10	4	3	2
34	Os06g0246500	pyruvate dehydrogenase E1 component alpha subunit	17	5	3	3
35	Os01g0844300	FK506-binding protein 4	4	2	1	
36	Os03g0723400	expressed protein	1			
37	Os06g0341300	late embryogenesis abundant protein D-34	7	1		
38	Os06g0681200	early nodulin 20 precursor	2	1		
39	Os08g0442900	fibroin heavy chain precursor	5	2	1	
40	Os05g0550600	nonspecific lipid-transfer protein AKCS9 precursor	14	4	5	1
41	Os03g0168100	embryonic protein DC-8	7	3	1	
42	Os03g0168000	expressed protein	9	5	2	1
43	Os04g0589800	seed maturation protein	6	5	2	3
44	Os01g0794400	protein disulfide isomerase, putative, expressed	2	1		1
45	Os06g0651200	expressed protein	6			
46	Os11g0453900	dehydrin Rab16D	9	3	1	1
47	Os01g0303300	stress-inducible membrane pore protein	13	1	1	
48	Os05g0468800	expressed protein	12	7	3	2
49	Os11g32890	expressed protein				
50	Os03g0277300	heat shock cognate 70 kDa protein				
51	Os05g0122700	expressed protein				
52	Os11g0181200	expressed protein				
53	Os11g43790	expressed protein				
54	Os03g0286900	expressed protein				
55	Os01g0743600	ATP-dependent peptidase				

*Note*: Log2 transformed ratios of drought stress and control

## Conclusion

A systematic study of gene profiling of rice genome in response to drought stress was carried out using the Affymetrix rice genome array containing 49,824 known or predicted genes. In this study, three main rice tissues including leaf, root, and young panicle from three development stages were sampled for array analysis. This is the first trial to explore comprehensively the genome-wide gene spatial and temporal expression patterns of drought responsiveness in rice. Results show that most drought-responsive genes were under tissue- and stage-specific regulations.

We detected 5,284 transcripts/genes differentially expressed under drought stress, accounting for around 10% of total transcripts on the rice array chips. Only a small amount of genes was identified to be commonly up-regulated by drought in all tissues at three development stages. Most of the DEGs were tissue-specific regulated by drought. Notably, the tissue-specific down-regulated genes showed distinct function categories. Several genes related to photosynthesis were identified to be specifically repressed by drought in leaf. However, a large amount of genes involved in cell membrane biogenesis and cell wall modification was determined to be highly down-regulated, specifically in root and young panicle. We may conclude that photosynthesis in the leaf, panicle elongation, and root growth is significantly inhibited by drought when rice plant is in a water deficit situation.

There was strong interaction between plant development and environment conditions. Plant stress responses often mimic certain normal developmental processes. There was also evidence that systematic regulation of gene expression drives developmental processes and stress response [58,59]. Some stage- or tissue-specific regulated genes are likely to be co-regulated by environment stresses and development cues, and the rice plant response to drought appears to be under developmental regulation.

Transcription regulation plays a central role in stress signal transduction pathways. In this study, we found 261 transcription factor genes differentially regulated at different levels in root, leaf, and young panicle at different development stages. Among these, 153 TF genes were found to be up- or down-regulated in the leaf at the panicle elongation stage. This finding reveals that a large amount of TF genes is involved in the transcription regulation in response to drought stress when rice plant is at the panicle elongation stage.

Numerous *cis-*elements have been previously reported to be important in plant response to drought stress, including ABRE and DRE-like elements, which are the binding sites for bZIP and AP2/EREBP-type transcription factors. Except for the prevalence of ABRE element in the upstream of commonly induced 55 genes in this study, a CGCG box motif was also found to be a probable candidate in *cis*-element for the transcription regulation of drought responsiveness in rice. However, whether this element functions as a transcription factor binding site needs to be further determined.

## Authors' contributions

BF and ZL designed the experiments and drafted the manuscript. DW, YP, XZ, and LZ performed the phenotypic experiment and the microarray experiment. BF designed the microarray experiments, performed the data analyses of microarray, and revised the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Pedigree of the variety DK151**. A word file containing the BC breeding and intercross procedures for developing drought tolerant introgression lines and pyramiding line, DK151 using IR64 (the recipient) and two donors, BR24 and Binam. Click here for file

Additional file 2 **Total number of genes expressed in different samples under control and drought stressed conditions**. Excel file containing the summary result of expressed gene number in different samples. Click here for file

Additional file 3 **Hierarchical cluster analysis of six tissue types and all DEGs under drought stress**. PPT file containing the result of the hierarchical cluster analysis. Click here for file

Additional file 4 **List of primers for the RT-PCR**. Excel file containing all primer sequences used for the RT-PCR experiment. Click here for file

Additional file 5 **Semi-quantitative RT-PCR confirmation of microarray data**. Description: A ppt file containing semi-quantitative RT-PCR confirmation of microarray data. The microarray data are shown on the left side, and the RT-PCR results are shown on the right side. A total of 21 genes were differentially regulated by drought at the tillering stage, panicle elongation stage, and booting stage. TLC and TLS indicate leaves under control and under stress, and TRC and TRS indicate root under control and stress at the tillering stage, respectively. PLC and PLS indicate leaves under control and stress, and PRC and PRS indicate root under control and stress at the panicle elongation stage, respectively. BLC and BLS indicate leaves under control and stress, and BPC and BPS indicate panicle under control and stress at the booting stage, respectively. Click here for file

Additional file 6 **Comparative diagram of the tissue-specific DEGs under drought stress**. A ppt file containing a comparative diagram of the total number of up-, down-regulated, and common regulated genes between leaves and root at the tillering stage (TL, TR), leaves and root at the panicle elongation stage (PL, PR), and leaves and panicle at the booting stage (BL, BP) under drought stress. Click here for file

Additional file 7 **Venn diagram of all tissue up- and down-regulated DEGs under drought stress**. PPT file for the result of Venn Diagram of all tissue-specific DEGs. Click here for file

Additional file 8 **List of commonly induced genes by drought in all tissues at all development stages**. Excel file containing the list of the commonly induced genes in all samples Click here for file

Additional file 9 **List of commonly down-regulated genes by drought in all tissues at all development stages**. Excel file containing the list of the commonly down-regulated genes in all samples Click here for file

Additional file 10 **Leaf specific up-regulated genes under drought stress**. Excel file containing all specific up-regulated genes by drought in leaf. Click here for file

Additional file 11 **Leaf specific down-regulated genes under drought stress**. Excel file containing all specific down-regulated genes by drought in leaf. Click here for file

Additional file 12 **Root-specific up-regulated genes under drought stress**. Excel file containing all specific up-regulated genes by drought in roots. Click here for file

Additional file 13 **Root-specific down-regulated genes under drought stress**. Excel file containing all specific down-regulated genes by drought in roots Click here for file

Additional file 14 **Panicle-specific up-regulated genes under drought stress**. Excel file containing all specific up-regulated genes by drought in panicle Click here for file

Additional file 15 **Panicle-specific down-regulated genes under drought stress**. Excel file containing all specific down-regulated genes by drought in panicle Click here for file

Additional file 16 **List of TF genes differentially regulated under drought stress**. Excel file containing all transcription factor genes differentially regulated by drought stress in all samples Click here for file

Additional file 17 **List of TF gene stages specifically regulated by drought stress**. Excel file of the identified transcription factor genes specifically regulated by drought stress Click here for file

Additional file 18 **Sequence Logo of the core sequences of the identified four motifs**. A PPT file of the sequence logo of the core sequences of the identified motifs Click here for file

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 1 — Pedigree of the variety DK151. A word file containing the BC breeding and intercross procedures for developing drought tolerant introgression lines and pyramiding line, DK151 using IR64 (the recipient) and two donors, BR24 and Binam.

## Slide 1

IR64 x Binam
F1
x IR64
BC1F1
x IR64
BC2F1
x
BC2F2
IR64 x BR24
F1
x IR64
BC1F1
x IR64
BC2F1
x
BC2F2
Screened under 2 types of severe drought, resulting in 150 survival Drought Tolerance (DT) BC2F3
introgression lines (ILs), which were genotyped with SSR markers.
IL1 (DGI 74) x IL2 (DGI 187)
F1
X
F2
Screened under severe drought at the reproductive stage and 90 F2 plants survived the stress which were
progeny tested under both stress and control conditions and genotyped with polymorphic SSR markers.
One of the survival F2 plants, DK151 (98% homozygosity)
 Additional file 1. The BC breeding and intercross procedures for developing drought tolerant introgression lines (DGI 74 and DGI187) and the pyramiding line, DK151 using IR64 (the recipient) and 2 donors, BR24 and Binam. The two types of drought stress for screening the BC2 populations included the lowland drought at the reproductive stage and the chronic drought under the upland conditions.

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 2 — Total number of genes expressed in different samples under control and drought stressed conditions. Excel file containing the summary result of expressed gene number in different samples.

| Sample | Control | Percentage% | Drought Stressed | Percentage% |
| --- | --- | --- | --- | --- |
| Leave at tillering stage | 19511 | 39.2 | 20178 | 40.5 |
| Root at tillering stage | 21569 | 43.3 | 21596 | 43.3 |
| Leave at panicle elongation stage | 19272 | 38.7 | 19524 | 39.2 |
| Root at panicle elongation stage | 21663 | 43.5 | 20489 | 41.1 |
| Leave at booting stage | 18976 | 38.1 | 20911 | 41.9 |
| Panicle at booting stage | 23158 | 46.5 | 23068 | 46.3 |

**Additional file 2**. Total number of genes expressed in different sample under control and drought stressed condition

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 3 — Hierarchical cluster analysis of six tissue types and all DEGs under drought stress. PPT file containing the result of the hierarchical cluster analysis.

## Slide 1

TR PR TL PL BL BP
 -6
0
+6
Log(Ratio)
Additional file 3. Hierarchical cluster analysis of six tissue types (columns) and all DEGs under drought stress (rows). TL, PL and BL indicate leaf at tillering stage (TL), panicle elongation stage (PL) and booting stage (BL) respectively; TR and PR indicate roots at tillering stage (TR) and panicle elongation stage (PR); BP is the young panicle at booting stage. The median ratio (drought stressed/control) is log2 transformed and subjected to complete linkage hierarchical clustering.

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 4 — List of primers for the RT-PCR. Excel file containing all primer sequences used for the RT-PCR experiment.

| Primer Name | Forward Primer(5'-3') | Reverse Primer (5'-3') |
| --- | --- | --- |
| Os05g0560900 | TTCTTCAAGGCGACCAAC | CATGTCGAGCTTCTCCTG |
| Os05g03960 | GCTAACTTCTTGTTCGACG | TTGTGCTGGTCGACGTTC |
| Os11g0702100 | GACAAAGCCTACGATAAC | ATTGAAGCTCCGATGAAG |
| Os10g0158100 | ACGGCGGCAGTGATGGAG | AGCTTGACGTACTTGAGG |
| Os07g0127600 | ATCGTCAACATCCACAAC | TAGTTGTTGCGATCGGAG |
| Os03g0322900 | CTACACCGCCGACAAGAC | TTGTACTCGCCCAGCTTG |
| Os04g0685700 | CGCGAGTGGTACCTCATG | CAGTGAGCGGAATCCGAC |
| Os03g0100200 | ACCGTCAATGACTTCATC | ATGTGAATGAAGAATCAGG |
| Os09g0469300 | AGATTGGTCATCTGACATC | GCAACTCACGACGAGTAG |
| Os06g0136600 | GCCATCAATCTACTACTGC | TTACATATTGGTGCTCAAG |
| Os04g0538000 | CTCAGGCTACCGAACAATG | GTGTTGGATCGCCGTCTC |
| Os01g0279400 | CAATTCAGTCGTTGTTTCC | ATGGCACTGCACTGATAG |
| Os01g0102300 | ATACACCAACGGACAAGG | TTGGACGAGTTGTACTTG |
| Os03g0197100 | CTTCGACATCGTGTGTTG | AAGGCCAACAAGCTGATG |
| Os12g0575000 | ACGAGAGCATTGGTGTAC | CCTAATCAACATCAGCTAG |
| Os05g0568900 | AATCAGTTCAGCTGCAAC | CAACTGTATCAACTGGAATG |
| Os04g0652700 | CTCATCAAGTCCATATGATC | TACCAATGGACGATGATG |
| Os01g0788400 | AGTTGCCATGTTCGCATG | ATCTGCGCCATTAGCATG |
| Os03g0830500 | GCTAATTAAGGTACCAGC | ATCGATCTCCTACTTTCC |
| Os12g0592900 | AGAGTAGTAGACGATGACG | AACTGAAGCAAGTAGTAGC |
| Os10g0418100 | TTCGCCTACAAGCAAGTC | TTTACCTCTGGTCTGCAC |
| Os04g0460300 | TACACGACGCTGATCAAC | TTGACGGACCTCTTGTTG |
| Os06g0592400 | TTCTTTCTGGATCTCGTC | TCTGTAATAATCTTCCACC |
| Os02g0813100 | GAGAATGAATCGAGACGC | CCTCGTTGAAGAACTCAC |
| Os10g0391400 | TGATCAGTACACGTCAGC | TGACAGATAGGAATAATCG |
| Os03g0161400 | GTGAAGTTGCAAGCTCTG | TGTCCATCTCGTAGGATC |
| Os01g0733500 | GTTGATCGCTTCAGTAGG | CTACATCAACGGTTGTGC |
| Os09g0458900 | ATCGAGTACGCGCAGAAG | TAGTAGGCGACGATCCTG |

**Additional file 4**. Primers list for the RT-PCR

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 5 — Semi-quantitative RT-PCR confirmation of microarray data. Description: A ppt file containing semi-quantitative RT-PCR confirmation of microarray data. The microarray data are shown on the left side, and the RT-PCR results are shown on the right side. A total of 21 genes were differentially regulated by drought at the tillering stage, panicle elongation stage, and booting stage. TLC and TLS indicate leaves under control and under stress, and TRC and TRS indicate root under control and stress at the tillering stage, respectively. PLC and PLS indicate leaves under control and stress, and PRC and PRS indicate root under control and stress at the panicle elongation stage, respectively. BLC and BLS indicate leaves under control and stress, and BPC and BPS indicate panicle under control and stress at the booting stage, respectively.

## Slide 1

-3
-2
-1
0
1
2
3
Additional file 5. Semi-quantitative RT-PCR confirmation of microarray data. The microarray data was shown on the left side, and RT-PCR results were shown on the right side. Twenty-one genes differentially regulated by drought at tillering stage, panicle elongation stage and booting stage. TLC and TLS, TRC and TRS indicate leave under control and under stress, root under control and stress at tillering stage respectively; PLC and PLS, PRC and PRS indicate leave under control and stress, root under control and stress at panicle elongation stage respectively; BLC and BLS, BPC and BPS indicate leave under control and stress, panicle under control and stress at booting stage respectively.

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 6 — Comparative diagram of the tissue-specific DEGs under drought stress. A ppt file containing a comparative diagram of the total number of up-, down-regulated, and common regulated genes between leaves and root at the tillering stage (TL, TR), leaves and root at the panicle elongation stage (PL, PR), and leaves and panicle at the booting stage (BL, BP) under drought stress.

## Slide 1

Additional file 6. Comparative diagram of the total number of up-, down-regulated genes and common regulated genes between leave and root at tillering stage (TL, TR), leave and root at panicle elongation stage (PL, PR), leave and panicle at booting stage (BL, BP) under drought stress.

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 7 — Venn diagram of all tissue up- and down-regulated DEGs under drought stress. PPT file for the result of Venn Diagram of all tissue-specific DEGs.

## Slide 1

TR-PR-Up (299)
TL-PL-BL-Up (184)
TR-PR-Down (404)
TL-PL-BL-Down (99)
150
25
61
4
375
87
67
0
25
8
57
31
521
196
BP-Up (351)
BP-Down (554)
(A)
(B)
Additional file 7. Venn Diagram of all tissue up- (A) and down- (B) regulated DEGs under drought stress. TR-PR-Up and TR-PR-Down indicate common up- and down-regulated DEGs in root between tillering and panicle elongation stages respectively; TL-PL-BL-Up and TL-PL-BL-Down indicate common up- and down-regulated DEGs in leaves among three developmental stages respectively; BP-Up and BP-Down indicate shared up- and down-regulated DEGs in panicle at booting stage.

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 8 — List of commonly induced genes by drought in all tissues at all development stages. Excel file containing the list of the commonly induced genes in all samples

**Additional file 8.The list of commonly induced genes in all tissues at all development stages**

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 9 — List of commonly down-regulated genes by drought in all tissues at all development stages. Excel file containing the list of the commonly down-regulated genes in all samples

**Additional file 9.The list of commonly down-regulated genes in all tissues at all development stages**

| **Gene ID** | **Annotation** | **BP** | **BL** | **PL** | **TL** | **PR** | **TR** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Os.32108.1.S1_s_at | Os01g0312500 Pectin methylesterase isoform alpha (cell wall metabolism) | 0.09 | 0.43 | 0.18 | 0.08 | 0.29 | 0.36 |
| Os.4619.1.S1_at | Unknown | 0.17 | 0.25 | 0.21 | 0.07 | 0.36 | 0.20 |
| Os.54563.1.S1_at | Os03g0605300 Subtilisin-like protease | 0.11 | 0.36 | 0.36 | 0.25 | 0.49 | 0.45 |
| Os.18556.1.S1_x_at | Os03g0857500 Conserved hypothetical protein. | 0.14 | 0.15 | 0.05 | 0.15 | 0.25 | 0.27 |
| Os.12288.1.S1_at | Os08g0237000 End-xyloglucan transferase (cell division and expansion). | 0.20 | 0.46 | 0.32 | 0.06 | 0.46 | 0.39 |
| OsAffx.4214.1.S1_x_at | Os04g0689500 Conserved hypothetical protein. | 0.15 | 0.34 | 0.13 | 0.08 | 0.23 | 0.23 |
| Os.20702.1.S1_at | Os04g0623800 Aminomethyltransferase, mitochondrial precursor (EC 2.1.2.10) | 0.16 | 0.27 | 0.03 | 0.39 | 0.24 | 0.27 |
| Os.27524.2.S1_at | Os09g0338500 Desaturase/cytochrome b5 protein (amphipathic mobile membrane protein). | 0.16 | 0.37 | 0.23 | 0.49 | 0.40 | 0.39 |
| Os.20580.1.S1_at | Os02g0802200 Glycoside hydrolase, family 79, N-terminal domain containing protein (cell wall biosynthesis). | 0.17 | 0.23 | 0.13 | 0.15 | 0.43 | 0.27 |
| Os.8597.1.S1_at | Os03g0111200 Remorin (transmembrane protein). | 0.18 | 0.31 | 0.38 | 0.14 | 0.49 | 0.23 |
| Os.11155.1.S1_at | Os03g0661300 Beta-tubulin (membrane complexes). | 0.15 | 0.24 | 0.23 | 0.16 | 0.33 | 0.18 |
| Os.7940.1.S1_at | Os06g0531900 Lipolytic enzyme, G-D-S-L family protein (Lipid metabolism). | 0.16 | 0.31 | 0.18 | 0.16 | 0.37 | 0.25 |
| Os.17301.1.S1_at | Os10g0534900 Homothorax protein (Fragment). | 0.19 | 0.34 | 0.06 | 0.48 | 0.21 | 0.28 |
| Os.16282.1.A1_at | Os06g0567200 Multicopper oxidase, type 1 family protein. | 0.17 | 0.17 | 0.07 | 0.47 | 0.48 | 0.45 |
| Os.9524.1.S1_at | Os01g0652100 Protein of unknown function DUF231 domain containing protein. | 0.16 | 0.34 | 0.42 | 0.16 | 0.25 | 0.23 |
| Os.8615.1.S1_at | Os08g0492000 Oligopeptide transporter OPT superfamily protein. | 0.13 | 0.19 | 0.05 | 0.19 | 0.26 | 0.21 |
| Os.6786.1.S1_a_at | Os10g0555900 Beta-expansin precursor. | 0.12 | 0.05 | 0.02 | 0.02 | 0.41 | 0.19 |
| Os.50799.1.S1_at | Os04g0569300 Membrane protein. | 0.11 | 0.32 | 0.08 | 0.11 | 0.12 | 0.13 |
| Os.4644.1.S1_at | Os01g0823100 Alpha-expansin OsEXPA2. | 0.08 | 0.10 | 0.03 | 0.03 | 0.23 | 0.37 |
| Os.6092.1.S1_at | Os02g0661100 Trehalose-6-phosphate phosphatase. | 0.13 | 0.16 | 0.21 | 0.18 | 0.07 | 0.06 |

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 10 — Leaf specific up-regulated genes under drought stress. Excel file containing all specific up-regulated genes by drought in leaf.

**Additional file 10**. Leave specific up-regulated genes

| **Gene ID** | **Annotation** | **BP** | **BL** | **PL** | **TL** | **PR** | **TR** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| OsAffx.24138.1.S1_s_at | Os02g0162600 Conserved hypothetical protein. |  | 110.99 | 9.26 | 26.77 |  |  |
| Os.11666.1.S1_at | Os09g0532000 Conserved hypothetical protein. | 2.05 | 66.68 | 31.03 | 10.73 |  |  |
| Os.11327.1.S1_at | Os03g0291200 Protein of unknown function DUF231 domain containing protein. | 2.01 | 51.02 | 62.56 | 5.99 |  |  |
| Os.38812.1.S1_at | Unknown |  | 34.82 | 92.54 | 15.46 | 3.87 | 3.71 |
| Os.26565.3.S1_at | Os01g0200300 Hypothetical protein. |  | 34.72 | 9.69 | 12.88 |  |  |
| Os.51752.2.S1_x_at | Os05g0170200 Conserved hypothetical protein. | 4.91 | 22.79 | 54.20 | 5.31 | 3.73 |  |
| Os.52555.1.S1_at | Os06g0683100 Hypothetical protein. |  | 21.08 | 30.86 | 9.23 | 2.65 | 3.85 |
| Os.12995.1.S1_at | Os04g0690500 Conserved hypothetical protein. |  | 15.34 | 11.30 | 5.68 |  |  |
| Os.30528.1.S1_at | Os08g0412800 Protein of unknown function DUF1262 family protein. |  | 14.64 | 16.47 | 11.46 |  | 4.32 |
| Os.10682.1.S1_at | Os08g05960 expressed protein |  | 13.80 | 55.24 | 6.24 |  |  |
| Os.49485.1.S1_at | Os09g0426000 Protein of unknown function DUF6 domain containing protein. |  | 11.44 | 26.41 | 12.38 | 3.26 | 4.54 |
| Os.57476.1.A1_x_at | Unknown |  | 7.96 | 15.94 | 5.07 | 3.00 |  |
| Os.4963.1.S1_at | Os10g0471000 Protein of unknown function DUF810 family protein. |  | 7.18 | 11.23 | 7.62 |  |  |
| Os.23172.1.S1_x_at | Os07g02940 expressed protein |  | 6.11 | 5.54 | 6.87 |  | 0.33 |
| OsAffx.3147.1.S1_s_at | Os03g0158600 Conserved hypothetical protein. |  | 5.88 | 8.52 | 5.28 | 2.31 |  |
| Os.41841.1.S1_at | Os01g0719300 Sulfate transporter 3.1 (AST12) (AtST1). | 3.19 | 12.24 | 11.45 | 6.40 |  |  |
| Os.33968.1.S1_at | Os01g0385400 C4-dicarboxylate transporter/malic acid transport protein family protein. |  | 8.55 | 42.91 | 7.17 | 4.36 | 2.27 |
| Os.23143.1.S1_at | Os09g31478 auxin hydrogen symporter, putative, expressed |  | 10.34 | 20.43 | 5.57 |  |  |
| Os.52648.1.S1_at | Os04g0435100 Amino acid/polyamine transporter I |  | 6.22 | 7.51 | 6.74 |  |  |
| Os.11608.1.S1_at | Os01g0741900 Auxin-responsive protein IAA26 |  | 7.09 | 14.21 | 5.56 | 0.39 | 0.41 |
| Os.14052.1.S1_at | Os03g0654700 RmlC-like cupin family protein. | 2.93 | 19.86 | 26.48 | 7.80 |  |  |
| Os.17286.1.S1_at | Os03g0327800 NAC-domain containing protein 29 |  | 15.93 | 51.80 | 9.11 | 2.54 |  |
| Os.17446.2.S1_at | Os04g0571300 Cyclin-like F-box domain containing protein. | 3.50 | 14.55 | 23.68 | 9.09 | 4.67 | 4.12 |
| Os.49023.1.S1_x_at | Os03g0348900 CHY zinc finger domain containing protein. |  | 12.34 | 22.90 | 8.20 | 3.11 |  |
| Os.24913.1.A1_at | Os04g0571200 Zn-finger, RING domain containing protein. | 2.03 | 7.29 | 6.50 | 9.75 | 2.80 | 3.18 |
| Os.11786.2.S1_x_at | Os01g0264000 Zn-finger, Dof type domain containing protein. |  | 7.06 | 5.24 | 6.42 |  | 3.29 |
| Os.27875.1.S1_at | Os10g0416800 Class III chitinase. | 2.77 | 15.21 | 33.00 | 8.46 |  |  |
| Os.25497.1.S1_at | Os11g0700900 Class III chitinase homologue (OsChib3H-b). | 2.36 | 9.10 | 42.05 | 6.03 |  |  |
| Os.11935.1.S1_at | Os02g0526400 ERD1 protein, chloroplast precursor. |  | 28.67 | 34.81 | 7.95 | 2.03 |  |
| OsAffx.12547.1.S1_at | Os02g0712700 Legume lectin, beta domain containing protein. | 4.84 | 9.57 | 14.73 | 7.16 |  |  |
| Os.28139.1.S1_at | Os01g0839900 Osmotin-like protein precursor. |  | 15.05 | 13.96 | 9.30 |  |  |
| Os.459.1.S1_at | Os03g0663500 Thaumatin |  | 5.75 | 9.66 | 20.40 | 4.00 |  |
| Os.32357.1.S1_at | Os07g0664600 Short-chain dehydrogenase family protein | 2.68 | 39.80 | 52.15 | 25.05 |  |  |
| s.45997.1.S1_x_at | Os01g0644000 Twin-arginine translocation pathway signal domain containing protein. |  | 18.57 | 35.11 | 16.82 | 4.11 | 3.26 |
| Os.34139.1.S1_at | Os08g0141400 FAD-dependent pyridine nucleotide-disulphide oxidoreductase domain containing protein. |  | 6.09 | 10.14 | 5.16 | 4.65 | 2.73 |
| Os.39617.1.S1_at | Os09g0472100 ABC transporter. |  | 6.92 | 7.42 | 6.91 |  |  |
| Os.28435.1.S1_a_at | Os10g0558700 2OG-Fe(II) oxygenase domain containing protein. |  | 7.50 | 16.38 | 7.27 |  |  |
| Os.11682.1.S1_at | Os01g0800500 Metallophosphoesterase domain containing protein. |  | 12.17 | 13.77 | 26.35 |  |  |
| Os.52005.1.S1_at | Os02g0783700 Lysine-ketoglutarate reductase/saccharopine dehydrogenase bifunctional enzyme. |  | 47.45 | 87.46 | 11.60 | 3.04 |  |
| Os.22169.4.S1_x_at | Os06g0726400 Branching enzyme-I precursor (Starch-branching enzyme I). |  | 8.26 | 9.05 | 5.60 |  |  |
| Os.38110.1.S1_at | Os10g0521000 Glycoside hydrolase, family 37 protein. |  | 43.29 | 41.94 | 8.62 | 2.56 | 2.47 |
| OsAffx.14113.1.S1_at | Os04g0409900 Plant neutral invertase family protein. | 3.59 | 11.75 | 5.93 | 7.08 | 3.01 | 3.17 |
| Os.50953.1.S1_at | Os06g0713800 Alpha-amylase isozyme 2A precursor (EC 3.2.1.1) |  | 9.04 | 9.60 | 5.72 |  |  |
| Os.6034.1.S1_at | Os01g0192900 ACC synthase (EC 4.1.1.14) (Fragment). |  | 29.04 | 88.05 | 24.50 |  |  |
| Os.23468.1.A1_at | Os09g0452900 Glycosyl transferase, family 31 protein. |  | 15.18 | 19.08 | 6.62 |  |  |
| Os.51929.1.S1_at | Os10g0450900 Glycine-rich cell wall structural protein 2 precursor. | 0.42 | 6.19 | 14.80 | 6.70 |  |  |

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 11 — Leaf specific down-regulated genes under drought stress. Excel file containing all specific down-regulated genes by drought in leaf.

**Additional file 11**. Leave specific down-regulated genes under drought stress

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 12 — Root-specific up-regulated genes under drought stress. Excel file containing all specific up-regulated genes by drought in roots.

**Additional file 12. Roots specific up-regulated genes under drought stress**

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 13 — Root-specific down-regulated genes under drought stress. Excel file containing all specific down-regulated genes by drought in roots

**Additional file 13. Roots specific down-regulated genes under drought stress.**

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 14 — Panicle-specific up-regulated genes under drought stress. Excel file containing all specific up-regulated genes by drought in panicle

**Additional file 14. Panicle specific up-regulated genes under drought stress.**

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 15 — Panicle-specific down-regulated genes under drought stress. Excel file containing all specific down-regulated genes by drought in panicle

**Additional file 15. Panicle specific down-regulated genes under drought stress.**

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 16 — List of TF genes differentially regulated under drought stress. Excel file containing all transcription factor genes differentially regulated by drought stress in all samples

**Additional file 16**. The list of TF genes differentially regulated under drought stress

# Supplementary material for: Genome-wide temporal-spatial gene expression profiling of drought responsiveness in rice
**Source:** BMC Genomics. 2011 Mar 16;12:149. doi: 10.1186/1471-2164-12-149
**Supplement:** Additional file 17 — List of TF gene stages specifically regulated by drought stress. Excel file of the identified transcription factor genes specifically regulated by drought stress

**Additional file 17**. The list of TF genes stage specific-regulated by drought stress

| **Probe ID** | **TF** | **TL** | **PL** | **BL** | **TR** | **PR** | **BP** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Tillering Stage |  |  |  |  |  |  |  |
| Os.1503.1.S1_at | bZIP family | 0.18 |  |  | 0.05 |  |  |
| Os.9514.1.S1_at | MYB family | 0.11 |  |  | 0.17 |  |  |
| Os.49848.1.S1_at | MYB family | 0.13 |  |  | 0.14 |  |  |
| Panicle Elongation Stage | |  |  |  |  |  |  |
| Os.6043.1.S1_at | bHLH family | 11.46 | 0.06 |  |  | 0.17 |  |
| Os.7512.1.S1_at | GARP-G2-like family |  | 0.17 |  |  | 0.12 |  |
| Os.3390.1.S1_at | MYB family |  | 19.28 |  |  |  |  |
| Os.3388.2.S1_a_at | MYB family |  | 12.77 |  |  |  |  |
| Os.54934.1.S1_at | MYB family |  | 6.82 |  |  |  |  |
| Os.31381.1.S1_at | MYB family |  | 8.61 |  |  |  |  |
| Os.3387.1.S1_at | MYB family |  | 5.59 |  |  |  |  |
| Os.9336.1.S1_at | MYB family |  | 8.09 |  |  |  |  |
| Os.9971.1.S1_s_at | MYB family |  | 6.84 |  |  |  |  |
| Os.3386.1.S1_x_at | MYB family |  | 0.04 |  |  |  |  |
| Os.3141.1.S1_at | MYB-related family |  | 0.15 |  |  |  |  |
| OsAffx.5446.1.S1_s_at | MYB-related family |  | 0.04 |  |  |  |  |
| OsAffx.2971.1.S1_at | MYB-related family |  | 0.12 |  |  |  |  |
| Os.802.1.S1_at | NAC family |  | 9.38 |  | 0.17 | 0.18 |  |
| Os.18595.1.A1_at | NAC family |  | 14.71 |  |  |  |  |
| Os.39872.1.A1_s_at | NAC family |  | 15.79 |  |  |  |  |
| Os.9354.2.S1_at | NAC family |  | 7.28 |  |  |  |  |
| Os.15708.1.S1_a_at | NAC family |  | 6.52 |  |  |  |  |
| Os.32252.1.S1_at | NAC family |  | 11.36 |  |  |  |  |
| Os.7235.1.S1_at | NAC family |  | 10.30 |  |  |  |  |
| Os.26957.1.A1_a_at | NAC family |  | 7.39 |  |  |  |  |
| Os.17090.1.S1_at | NAC family |  | 0.14 |  |  |  |  |
| Os.34520.1.S1_at | NAC family |  | 0.06 |  |  |  |  |
| Os.23030.1.S1_at | NAC family |  | 0.19 |  |  |  |  |
| Os.46849.1.S1_at | ZIM family |  | 6.77 |  | 0.07 | 0.07 |  |
| Booting Stage |  |  |  |  |  |  |  |
| Os.51063.1.S1_at | bHLH family |  |  | 21.14 |  |  | 5.94 |
| Os.413.1.S1_at | bZIP family |  |  | 15.12 |  |  | 8.19 |
| Os.26695.1.S1_at | NAC family |  |  | 22.27 |  |  | 13.14 |
| Os.4385.1.S1_at | NAC family |  |  | 7.50 |  |  |  |
| Os.51762.1.S1_at | NAC family |  |  | 5.55 |  |  |  |
| Os.35343.1.A1_at | NAC family |  |  | 0.16 |  |  |  |
| Os.52097.1.S1_at | TCP family |  |  |  |  |  | 0.05 |
| Os.11773.1.S1_at | WRKY family |  |  |  |  |  | 5.69 |
| Os.50830.1.S1_at | ZF-HD family |  |  |  |  |  | 0.20 |

How the deposited data were processed for this re-analysis (not part of the article)

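RNA of leaves, roots and young panicles of the rice line DK151 was measured under control and drought conditions on 36 Affymetrix rice genome arrays, 3 for each of 12 groups: leaves and roots at tillering, leaves and roots at panicle elongation, and leaves and young panicles at booting. The authors processed the scanned images to CEL files with GCOS1.4, normalized these with the invariant-set method of dChip and deposited 1 intensity per probe set and array on a linear scale. They state neither the dChip version nor whether mismatch probes were subtracted. No column of the table was left out. Each array was assigned to its group by its deposited label.

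From these intensities, values under 1 were set to 1 and the log2 was taken. Control probes of the array maker were left out, which leaves 57258 rice probes. A reference table of the rice assembly ASM3414082v1 was used for gene names alone, matched through the Entrez gene identifiers of the array platform's annotation: 22436 probes match 1 gene, 95 several and 34727 none. A symbol stands for 3195 probes (2459 genes), and the supplementary tables describe 932. Of all rice probes, 3745 could be named in the text. Names with the form Os01g0866500 come from the supplementary tables, which pair them with probes. A gene the paper names was left out where neither table pairs it with a probe.

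Groups were compared in R 4.3.3 with limma 3.58.1, in 1 model with a mean for each of the 12 groups, 24 residual degrees of freedom and 3.76 prior degrees of freedom. A probe counts as called at a Benjamini-Hochberg adjusted p under 0.05, over the rice probes of that comparison, with a change of 5-fold or more. Interactions are the difference of 2 such changes within a stage. Lists of genes were tested with camera of limma at a preset correlation of 0.01, on the probe with the highest mean of each of 17905 genes, and again with a correlation estimated from the arrays and with fry. Lists had to hold 4 genes or more, and their p were adjusted over all lists and comparisons, apart for changes and for interactions. The reference table holds no gene descriptions, so the lists planned by words in descriptions matched only genes described in the study's own tables. Lists matched by gene symbol took their place, and were written before the values of their members were looked at. The study's own lists were chosen on these arrays and are described without a test of direction.

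Genes named in the text follow a rule. It takes every gene the paper names with an identifier that is paired with a probe. For each comparison it takes the 8 called probes with the largest rise and the 8 with the largest fall whose arrays do not overlap and that have 1 described gene. It also takes the called member of a list with the largest rise and the largest fall, and for each interaction the 4 largest differences either way. Values printed in the paper's tables had been seen when the rule was written. The text names some of these genes, and it also names list members and transcription factors outside the rule, which were chosen after their values were seen.

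The replicate numbers were checked for pairing by the correlation of each array's deviations from its group mean with those of the array of the same number. For control and droughted arrays all 3 correlations are over 0.1 in leaves at tillering (0.17 to 0.55) and in roots at tillering (0.14 to 0.53). The main model has no term for the replicate number in any comparison. A pairing by number enters only through the alternative fit with that number as a block. This pairing comes from the data, as neither the paper nor the labels say what a number marks. In the other 4 comparisons not all 3 correlations pass 0.1, and a pairing there is neither shown nor excluded.

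Replicate arrays of a group had a mean correlation across probes of 0.944 to 0.992 with each other. Changes simulated on the fitted means of the groups, with normal noise, were tested on all 57258 probes. Of changes of 3-fold, below the minimum, 0 to 2.5% were called. Each fit, its alternatives and the rule for named genes were set before the data were examined, apart from those the closing section names as chosen later. The alternatives were the methods' t-test with and without adjustment, limma without adjustment, changes as ratios of linear means or medians, a 2-fold minimum, each tissue and stage fitted alone, an intensity trend, a floor at the 25th percentile (28.3), a filter on dim probes, quantile normalization, median centring, the replicate number as a block, each array left out in turn, 1 probe per gene, and no probes that may bind several transcripts.

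Present and absent calls, enrichment of gene ontology terms and the RT-PCR of the study were not analysed here. Promoter motifs were not analysed here, as they need a genome sequence. The genes of the study's table without probe identifiers were not used here.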

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

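The test of the fermentation genes was chosen after that result was seen, and the other tests of this part before. Drought changed leaves and the other tissue of each stage differently in a direct test of the interaction with limma, which is what drew attention to the results of this part. The difference was 5-fold or more at 1712 probes between leaves and roots at tillering, 3407 at panicle elongation and 1430 between leaves and panicles at booting. When the arrays of each tissue were split anew in 100 ways, the real split included, 2 gave as many probes at tillering, 6 at panicle elongation and 4 at booting, and the highest other splits gave 3335, 4258 and 1549. The other splits with as many probes, 1, 5 and 3 of them, keep the real groups in 1 tissue and exchange 2 or 3 droughted arrays with control arrays in the other. They carry the drought change itself, turned in that tissue, and so are no reference without a change, and these counts do not decide whether chance can be excluded. Within a single comparison 10 splits are too few for a share under 0.05. The real and the highest other counts there are 1001 and 6 in leaves at tillering, 3532 and 296 at panicle elongation and 1085 and 0 at booting, 1208 and 2 in roots at tillering, 1197 and 7 at panicle elongation, and 941 and 0 in panicles.

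Among gene lists, the difference between leaves and roots at tillering passed for cell cycle and replication genes (camera adjusted p = 0.00239, lower in roots) and fermentation genes (0.0192, lower in roots). At panicle elongation it passed for chlorophyll synthesis (0.00982) and cytosolic ribosomal proteins (0.000291), both lower in leaves, for heat shock proteins (0.000291, higher in roots) and for fermentation genes (0.0362) and proteasome subunits (0.0127), both lower in roots. At booting it passed for kinesins (0.0107) and proteasome subunits (0.000743), both lower in panicles. None of these 9 passes with an estimated correlation (fermentation genes have adjusted p = 0.782 at both stages).

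Leaves at panicle elongation had the most called probes. A control leaf array of this group, replicate 2, stands apart from its replicates, and without it 3925 probes are called, against at most 1208 in the other comparisons. After quantile normalization 3449 are called, against at most 1219 elsewhere, so neither that array nor the spread of intensities alone gives the excess. A stronger or later stress of leaves at this stage may be part of it, which was not tested.

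Genes of fermentation and low oxygen were lower in droughted roots. A response shared by leaves and roots stays open for the list as a whole, since the interaction, whose larger adjusted p is 0.0362, passes with the preset correlation and not with the estimated one. Singly, NSHB2, NSHB1, a pyruvate decarboxylase and Adh2 fell further in roots than in leaves at both stages, by 3.54 to 5.90 (limma interaction, adjusted p of 3.72e-06 or less), and all 4 are in the study's list of genes lower in roots. A candidate explanation is the treatment itself: control tubes held solution until they were drained for drought, so a better supply of air to drained roots could lower these genes, and the design confounds it with the loss of water. This is a hypothesis found on these arrays and not tested on them. Roots kept wet in drained tubes would separate the 2.

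In droughted panicles, 7 probes of pollen and anther genes in the study's list rose and 5 histone genes fell. The meiotic serine proteinase, gelsolin and YY2 fell. The 5 histone genes are of H2A and H3, and the list of core histones, with 0 of 6 lower, holds 5 H2B genes and HisRS and does not cover them. Panicles of differing floral stage and a response at the same stage cannot be told apart. In the lists of meiosis and of tapetum and pollen wall genes 2 of 22 members, CYP703A3 and DMC1, changed by 2-fold or more, or 9.09%, against 20.4% of all genes. The bound set beforehand against a difference in stage was 1 in 5, and the exact 95% interval of 2 in 22, 1.12 to 29.2%, runs past it. Without a fold minimum 9 of the 22 changed at an adjusted p under 0.05, against 45.8% of all genes. The list of meiosis genes also took in ABA1, of abscisic acid synthesis, without which these are 2 and 8 of 21. Fewer dividing cells could lower histones. The median of cell cycle and replication genes in panicles was -0.35 in a list that does not pass, and so fewer dividing cells and a lower level per cell cannot be told apart. The 5 histone genes were picked by the study on these arrays.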

How the results depend on the processing

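Chosen after the values were seen were the lists without the homeobox genes (with either correlation), HisRS and ABA1, the methods' t-test with the floor, a 5-fold change in at least 1 comparison for the probes lower in all 6, and, for shared and specific sets, changes as ratios of linear means, alone or with the methods' t-test. Where a setting moved a count by over 1.5 times, both values stand below, and apart from settings that count fewer probes, leave out an array or lower the minimum, the cause was not tested. Samples are written as in the paper: leaves TL, PL and BL, roots TR and PR, panicles BP. Named genes kept their side of the threshold in 6176 comparisons with alternatives, passed in addition in 66 (60 of these at the 2-fold minimum) and no longer passed in 38, and gene lists in 432, 1 and 81. With single arrays left out the counts are 2523, 19 and 38 for genes and 244, 0 and 20 for lists. None that passed in either fit turned its direction. A change of sign between fits that both fall short of the threshold was not counted apart. Low intensities limit the folds: with values floored at the 25th percentile, 10 named changes no longer pass. The search for promoter motifs was not run.

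With a 2-fold minimum in place of 5-fold, the probes higher and lower were 3027 and 4841 in TL (from 366 and 635), 4918 and 7835 in PL (1498 and 2034), 3533 and 3226 in BL (701 and 384), 2303 and 3635 in TR (426 and 782), 2644 and 3170 in PR (644 and 553) and 2414 and 3505 in BP (371 and 570), 22243 in at least 1 (5688), and those differing between tissues 9621, 12408 and 8372 (1712, 3407 and 1430) at the 3 stages.

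With 1 probe per gene they were 233 and 318 in TL, 875 and 1198 in PL, 446 and 218 in BL, 246 and 473 in TR and 360 and 324 in PR, 227 higher in BP, and 3317 in at least 1. Shared by roots were 205 and 250 (from 329 and 421), by leaves 139 and 62 (212 and 125), by both tissues at tillering 87 and 39 (138 and 61) and at panicle elongation 182 and 57 (319 and 88), and higher in both at booting 112 (171). Specific to leaves were 38 and 45 (60 and 99), to roots 58 and 194 (91 and 340), and higher in panicles alone 73 (124). Specific to a stage were 7 lower at tillering (11), 30 and 14 at panicle elongation (71 and 26) and 1 and 0 at booting (5 and 1). In TR alone 41 and 223 were called (97 and 361), in PR alone 155 and 74 (315 and 132), in TL alone 38 and 161 (71 and 313), in PL alone 504 and 934 (921 and 1536) and in BL alone 95 and 23 (159 and 49). Opposite at tillering were 4 (14), with 0 lower in leaves and higher in roots (8), and transcription factors shared at booting 11 (17).

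The methods' t-test after adjustment called 349 lower in PR. Without adjustment it gave 17 lower at panicle elongation alone and 9 higher at booting alone. On linear values with linear means it gave 355 lower in PR, 280 shared by roots, 81 by leaves and 51 by both tissues at panicle elongation, 220 specific to roots, 75 in PR alone and 86 in BL alone, 12 at panicle elongation alone, 10 higher and 4 lower at booting alone, 8 opposite at tillering (3 higher in leaves, 5 in roots), 3 at booting (7) and 69 lower in all 6 at 2-fold (109). On log2 values with linear means it gave 14 higher and 2 lower at booting alone. Linear means with limma gave 42 lower at panicle elongation alone and 12 higher and 2 lower at booting alone. Linear medians gave 1 lower in all 6 (0), 1 higher at tillering alone (0) and 3 lower at booting alone. The floor gave 17 lower at panicle elongation alone, 0 lower at booting alone, 4 opposite at booting and 3 higher in leaves and lower in roots at tillering (6). Quantile normalization gave 2 lower at booting alone and 3 lower in leaves and higher in roots at tillering.

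Of list tests, 17 passed higher and 23 lower. With an estimated correlation 1 and 0 did, with fry 106 and 163, and with all probes of the listed genes 48 and 50. Of list tests of the difference between tissues, 6 and 3 passed, 0 and 0 with an estimated correlation and 30 and 5 with all probes.

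Leaving out single arrays moved 8 counts by over 1.5 times. Lower in all 6 were 0 to 1 (1 without PL control replicate 2). Higher at tillering alone were 0 to 2 (2 without TL control replicate 2 or TL drought replicate 1, 1 without TL control replicate 3 or TL drought replicate 2). Lower at panicle elongation alone were 12 to 49 (49 without PR control replicate 1, 12 without PR control replicate 3). Higher at booting alone were 2 to 11 (11 without PL control replicate 2, 9 without BL control replicate 3, 8 without BL control replicate 1 or BL drought replicate 2, 2 without BP drought replicate 2). Lower at booting alone were 1 to 2 (2 without PL control replicate 2, BL control replicate 2 or BL control replicate 3). Lower in PR alone were 105 to 238 (238 without PR control replicate 1), lower in BL alone 43 to 75 (75 without BL control replicate 2), and lower in leaves and higher in roots at tillering 4 to 9 (4 without TL control replicate 3, 5 without TL drought replicate 2).

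Probes above a fixed level were counted at 3 levels. At the 40th percentile of all values (43.9) control and droughted arrays had 34837 and 33437 in TL, 35046 and 33984 in PL, 34960 and 33648 in BL, 34483 and 33959 in TR, 34562 and 34327 in PR and 34644 and 34371 in BP. At the 60th (86.8) they had 23763 and 21982, 23741 and 21499, 23156 and 22126, 23095 and 22446, 23190 and 22733, and 23728 and 23379. Quantile normalization, which gives each array the same distribution, makes them 28629 each. The correlation of drought changes over all probes fell to 0.52 for TL and PL, 0.64 for TL and BL, 0.31 for TL and PR, 0.35 for TL and BP, 0.68 for PL and BL, 0.28 for PL and BP, 0.27 for BL and TR, 0.33 for BL and PR, 0.33 for BL and BP and 0.76 for TR and PR. Over probes with a mean above the median it was 0.54 for TL and PL, 0.73 for PL and BL, 0.31 for PL and BP, 0.29 for BL and TR, 0.36 for BL and BP and 0.80 for TR and PR.

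Median centring moved the median change of all probes by 0.15 in TL and 0.13 in PL, and the floor moved it by 0.12 in BL, so small changes there are read against these shifts. The share of higher among called probes in TL went from 36.6 to 46.3% with median centring. In PL it went from 42.4 to 50% with quantile normalization, with 1723 higher and 1726 lower.

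The paper and labels do not say that a replicate number marks a shared plant or block. Over 36 pairs of arrays in 12 pairs of groups, deviations of same-numbered arrays had correlations of -0.28 to 0.55, over 0.1 in 16, and in 16 the own number was the best match. All 3 were over 0.1 for control and drought in TL, control and drought in TR, and TL and TR control (0.25 to 0.28), and not in the other 9 pairs of groups, TL and TR drought among them (0.05 to 0.44). By that bound the arrays look paired in TL and TR, and in PL, BL, PR and BP a pairing is neither shown nor excluded. The main model ignores such a pairing, and only the replicate block takes it in. In BL the own number was the best match for all 3 replicates of control and drought (0.14, 0.12 and 0.08). Replicate 3 matched another number better in TL (0.20 against 0.17) and in TR (0.28 against 0.14). With the replicate block 999 probes were called in TL (999 of them among the 1001 without it), 3389 in PL (3387 of 3532), 1087 in BL (1085 of 1085), 1204 in TR (1204 of 1208), 1154 in PR (1154 of 1197) and 941 in BP (941 of 941). The block gave 17 lower at panicle elongation alone and 9 higher at booting alone, and moved no other count of probes by over 1.5 times. The block was fitted to the arrays of each comparison alone and not in the model of all groups. With the block 34 list results kept their side of the threshold and 10 no longer passed. All of the 10 but heat stress factors in TR also fail with the comparison fitted alone without a block. Their loss can thus not be credited to the block itself. In TR those that no longer passed are abscisic acid synthesis, fermentation genes and heat stress factors, given beside those results. The block changed no other call of a list or named gene in TL or TR. The others are SnRK2 kinases (0.0836), cytokinin response regulators (0.0859) and metal transporters (0.0553) in BL, abscisic acid synthesis (0.0714) and proteasome subunits (0.108) in PR, and heat shock proteins (0.129) and proteasome subunits (0.163) in BP. Of named genes JAZ13 in PR no longer passed. The list tests of the difference between tissues were not run with the block, those of cell cycle and fermentation genes at tillering among them.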

Differences from the paper's values

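Unless marked, the settings named here were set before the data were examined. In the number of probes, the paper's count is 20 and the count here 109 for probes lower at 2-fold in all 6 comparisons. No setting reaches it: the methods' t-test gives 90, changes between medians 100, the floor 96, quantile normalization 75, the replicate block 101 and 1 probe per gene 85, and of those chosen after the values were seen the lowest is 69, with the t-test on linear values. Of the paper's 20 probes 19 are lower here in all 6, without the subtilisin Os03g0605300, which linear means call with the other 19. In panicles all 20 were lower by 5-fold or more, from -2.33 to -3.75, and the 109 were not held to that. The paper states no such minimum, so 20 and 109 may not be counts at a like threshold. A count with a 5-fold minimum in panicles and 2-fold elsewhere was not made. For probes lower in the 3 leaf samples alone, the paper's count is 64 and the count here 99. The paper's count was taken after redundant probes were removed, so the units are unlike. The gap is under 1.5 times with the methods' t-test (95), the floor (81), quantile normalization (75) and 1 probe per gene (45), and not with medians (97) or the replicate block (99). It is under 1.5 times too with the t-test on linear values (71), chosen after the values were seen, which drops 146 of the 920 probes of the paper's 6 tissue lists. It is exactly 1.5 times with the t-test and changes between linear means (96), also chosen after the values were seen, which drops 12.

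For stage-specific sets, the number of probes in the paper is 3 lower at tillering, 2 lower at panicle elongation, 13 higher and 0 lower at booting. The paper gives them as genes, after redundant probes were removed, so the units are unlike, and the counts with 1 probe per gene come nearest to its unit. Here they are 11, 26, 5 and 1 probes. At tillering no setting comes within 1.5 times: the t-test gives 10, medians 14, the floor 11, quantile normalization 10, the replicate block 11 and 1 probe per gene 7. At panicle elongation none does either, with 17, 29, 17, 27, 17 and 14 in the same order. For the higher probes at booting the t-test (9) and the replicate block (9) do, and medians (7), the floor (5), quantile normalization (6) and 1 probe per gene (1) do not. Linear means give 12 and drop 0 of the 920 probes of the paper's tissue lists, the t-test with linear means gives 14 and drops 12, and the t-test on linear values gives 10 and drops 146, all 3 chosen after the values were seen. For the lower probes at booting the floor and 1 probe per gene give 0, the t-test and the replicate block 1, medians 3 and quantile normalization 2.

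For changes of opposite direction at booting the paper has 4 genes, and the number here is 7 probes, so the units are unlike. Medians (5) and the floor (4) come within 1.5 times, and the t-test, quantile normalization, the replicate block and 1 probe per gene do not, with 7 each. The t-test on linear values gives 3, a setting chosen after the values were seen that drops 2 of the paper's 4 genes. Transcription factors called the same way in both roots are 17 in the paper and 33 here, and between 27 (1 probe per gene) and 37 (medians) under each of the settings: 32 with the t-test and the replicate block, 31 with the floor and 36 with quantile normalization. For the 3 leaf samples the paper has 34 and 22 are found here, 23 with quantile normalization, which is within 1.5 times, and 22 with the t-test and the replicate block, 19 with medians and the floor and 17 with 1 probe per gene, which are not. With the paper's 2 numbers exchanged, 34 stands beside the 33 of roots and 17 beside the 22 of leaves, both within 1.5 times.

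The log2 change of the allergen V5 gene Os07g0127600 is 2.50 in leaves at tillering, -4.30 in roots at tillering and -3.04 in roots at panicle elongation in the paper, and 3.68, -7.22 and -5.07 here. In leaves no setting closes the gap, and the floor gives 0.82. In roots the floor does (-3.60 and -2.64), and at panicle elongation linear means do too (-4.40), while the t-test, medians (-7.22 and -5.17), the fit of each tissue alone, the intensity trend, quantile normalization (-7.22 and -5.05), median centring (-7.17 and -5.04) and the replicate block do not. The glucanase Os01g0946500 has a log2 change of -2.42 in leaves and 2.56 in roots at tillering in the paper, and -1.80 and 1.90 here. In leaves only medians (-1.89) bring it within the spread of the arrays, in roots no setting does (1.80 to 2.10), and no setting with a 5-fold minimum calls it in either tissue.

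Table 4 of the paper prints positive values for genes that its text calls repressed in roots, and the ratios in its supplement lie under 1. For example, the paper's log2 change of Os03g0182800 is 4.06 at tillering, where the value here is -3.99, or 3.99 with the sign turned, and that of Os02g13710 is 2.47 at panicle elongation, where the value here is -2.47, or 2.47 with the sign turned. On the turned scale the 8 genes matched to a probe differ from the paper's values at 1 point by more than the spread of the arrays: Os01g0313300 at tillering is 5.06 in the paper and 5.32 here (-5.32 before the sign is turned), within the spread with medians (5.20) and median centring (5.27) and not with the t-test, linear means, the fit of each tissue alone, the intensity trend, the floor, quantile normalization (5.37) or the replicate block.

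In ranking, the paper finds most expressed genes in panicles and fewest in leaves, and more of them in droughted than in control leaves. By probes above the median of all values, which is not a detection call, control leaves at panicle elongation come highest (29416) and control panicles reach 29200, and droughted leaves lie below control leaves at each stage. The paper finds more transcription factors shared by leaves than by roots, and here roots share more. It names a bZIP and an HB factor as higher in all 6 samples, and here HSF05 and a further HSF probe are higher in all 6 as well. Some genes the paper lists are short of its 5-fold minimum here: the NAC gene Os01g0104200 in roots at panicle elongation (-2.23), which linear means call (-2.46), and the dehydrogenase Os11g0499600 in roots at tillering (-2.30), which linear means (-2.34) and medians (-2.52) call.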

Other observations

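Further lists were lower in samples that the passages leave out. In leaves at tillering 17 of 29 cellulose synthases and relatives fell and 2 rose, with a median of -0.80 (camera adjusted p = 0.000195, and adjusted p = 0.553 with an estimated correlation), and 12 of 29 expansins fell and 3 rose, with a median of -0.29 (adjusted p = 0.00649, or 0.12 with all probes of these genes, and adjusted p = 0.553 with an estimated correlation). Of 26 Aux/IAA proteins, repressors of auxin response, 11 fell and 3 rose there (adjusted p = 0.0475, and adjusted p = 0.781 with an estimated correlation). This list no longer passes without control replicate 1 (0.105), drought replicate 2 (0.0513) or drought replicate 3 (0.0653), with all probes of its genes (0.237), with the floor at the 25th percentile (0.0744) or with a filter on dim probes (0.0526). The study's table or lists hold 6 of the 26, and 4 of the cellulose synthases and 5 of the expansins. In roots 27 of 51 genes of the cell cycle and DNA replication fell and 3 rose at tillering (adjusted p = 0.00394), and 30 fell and 6 rose at panicle elongation (adjusted p = 0.00167), each with adjusted p = 0.553 with an estimated correlation. MCM5, a part of the replicative helicase, had -1.79 and -1.74, and CYCB2, a mitotic cyclin, -2.02 and -1.67. In roots at tillering 16 of 34 kinesins fell and 3 rose (adjusted p = 0.0141, and adjusted p = 0.673 with an estimated correlation), and 8 of 9 tubulins fell with a median of -1.03 (adjusted p = 0.0299, and adjusted p = 0.673 with an estimated correlation). Of 19 proteasome subunits 10 fell in roots at panicle elongation and 10 in panicles, with 1 higher in panicles (adjusted p = 0.0372 and 0.0302, each 0.781 with an estimated correlation). In roots that ends with median centring (0.0514), with the comparison fitted alone (0.0665), and without control replicate 1 (0.0964), control replicate 3 (0.0525) or drought replicate 3 (0.059). In panicles it ends after quantile normalization (0.25), with the comparison fitted alone (0.106), and without control replicate 3 (0.068) or drought replicate 3 (0.0515).

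Water channels went both ways. The tonoplast aquaporin gene TIP3-1 rose by 6.25 in leaves at panicle elongation, 3.47 in leaves at booting, 4.22 and 4.92 in roots and 2.37 in panicles, while PIP2-7 (-5.51) and PIP2-2 (-4.01) fell in leaves at panicle elongation. Of 30 genes in the list of aquaporins 18 fell and 4 rose there, and the list does not pass (camera adjusted p = 0.192). Its pattern also took in ARD1, HSFA2D, FLO6, PIP5K and BHLH142, which are not aquaporins. ARD1 (2.31) and BHLH142 (0.50) are among the rises and FLO6 (-0.63) is among the falls. This list was not tested without them. Protein phosphatases 2C rose in 25 of 55 and fell in 7 in leaves at booting (adjusted p = 0.0685). In panicles a haem peroxidase (Os03g0152300) rose by 5.74 ± 0.22 (3.37 with the floor), GER2 by 5.14 ± 0.70 and the serine acetyltransferase SAT1 by 4.95 ± 0.38, and a mandelonitrile lyase-like gene (Os10g0524500) fell by -6.66 ± 0.49 and the laccase LAC4 by -5.47 ± 0.44. The arrays of drought and control did not overlap at 52.3, 51.2 and 50.8% of probes in leaves at tillering, panicle elongation and booting, at 44.6 and 39.7% in roots and at 47.8% in panicles, where chance gives 10%.

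Without the 4 homeobox genes, a list chosen after the members were seen, the medians of the 6 fermentation genes were -4.39 in roots at tillering and -4.56 at panicle elongation (camera adjusted p = 1.66e-05 and 1.71e-05, and adjusted p = 0.226 each with an estimated correlation). The difference from leaves has adjusted p = 0.000908 and 0.00946, and adjusted p = 0.782 each with an estimated correlation.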
